# Hox genes regulate asexual reproductive behavior and tissue segmentation in adult animals

**DOI:** 10.1038/s41467-021-26986-2

**Published:** 2021-11-18

**Authors:** Christopher P. Arnold, Analí Migueles Lozano, Frederick G. Mann, Stephanie H. Nowotarski, Julianna O. Haug, Jeffrey J. Lange, Chris W. Seidel, Alejandro Sánchez Alvarado

**Keywords:** Cell growth, Body patterning, Regeneration

## Abstract

Hox genes are highly conserved transcription factors renowned for their roles in the segmental patterning of the embryonic anterior-posterior (A/P) axis. We report functions for Hox genes in A/P tissue segmentation and transverse fission behavior underlying asexual reproduction in adult planarian flatworms, *Schmidtea mediterranea*. Silencing of each of the *Hox* family members identifies 5 Hox genes required for asexual reproduction. Among these, silencing of *hox3* genes results in supernumerary fission segments, while silencing of *post2b* eliminates segmentation altogether. The opposing roles of *hox3* and *post2b* in segmentation are paralleled in their respective regulation of fission behavior. Silencing of *hox3* increases the frequency of fission behavior initiation while silencing of *post2b* eliminates fission behavior entirely. Furthermore, we identify a network of downstream effector genes mediating Hox gene functions, providing insight into their respective mechanisms of action. In particular, we resolve roles for *post2b* and effector genes in the functions of the marginal adhesive organ in fission behavior regulation. Collectively, our study establishes adult stage roles for Hox genes in the regulation of tissue segmentation and behavior associated with asexual reproduction.

## Abstract (web summary)

Hox genes are highly conserved and well-known for their role in segmental patterning during early development. Here, the authors identify an unreported role for Hox genes in the adult tissue patterning and fission behavior required for asexual reproduction in planarian flatworms.

## Introduction

We recently uncovered and characterized the size-dependent behaviors and adult tissue structures underlying asexual reproduction in the planarian, *Schmidtea mediterranea*^1^ (Fig. 1a). These highly regenerative flatworms exist in both sexual and asexual biotypes. The latter reproduces solely through transverse fission – an asexual reproductive behavior in which torn posterior tissue fragments regenerate and give rise to clonal progeny^2^. Fission behavior is size-dependent, and its establishment and regulation coincide with growth-dependent patterning of the planarian central nervous system (CNS)^1^. Our study also revealed a cryptic form of segmentation that allocates tissue for fission progeny in coordination with the dynamic growth and de-growth of the adult planarian body plan^1,3^. Presently, the molecular mechanisms mediating this segmentation and its coupling to asexual reproductive behavior are still unknown.

**Fig. 1:**
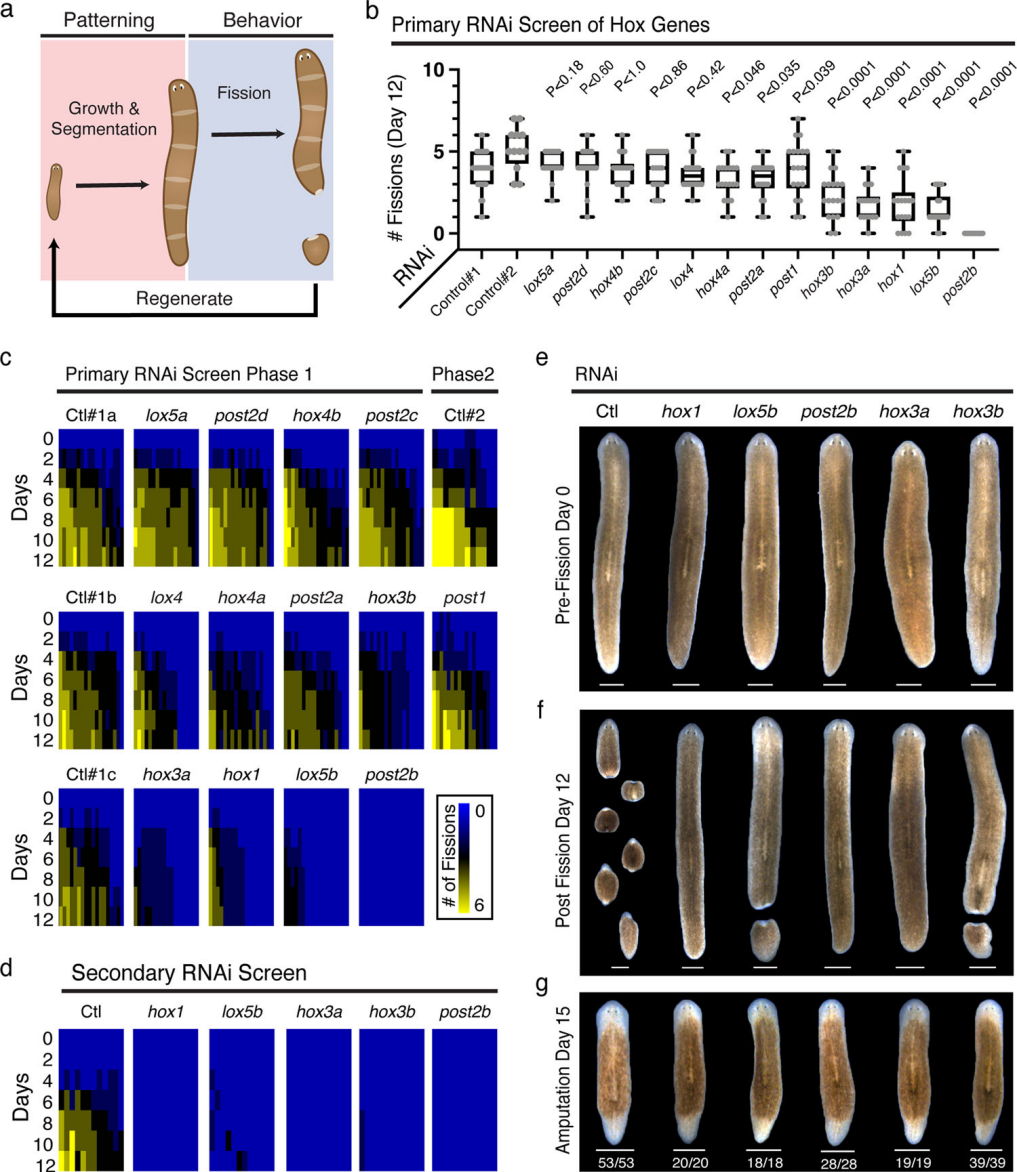
Planarian Hox genes are required for adult asexual reproduction. **a** Diagram of the patterning and behavioral aspects of planarian asexual reproduction. **b** Fission activity following RNAi against Hox genes. Plot depicts fission progeny number on day 12 of primary RNAi screen (*n* = 54, 12, and 18 animals for Control#1, Control#2, and all other RNAi samples, respectively; *p*-value calculated by Welch’s two-tailed *t*-test versus corresponding control; Control#1 vs. *lox5a*, *post2d*, *hox4b*, *post2c*, *lox4*, *hox4a*, *post2a*, *hox3b*, *hox3a*, *hox1*, *lox5b*, *post2b* *p*-values = 0.1733, 0.5958, >0.9999, 0.8582, 0.4191, 0.0455, 0.0348, <0.0001, <0.0001, <0.0001, <0.0001, and <0.0001, respectively, Control#2 vs. *post1* *p*-value = 0.0384). Box and whisker plot depicts individual data points, median (center), 25th/75th percentile (bounds of box), and minima/maxima (whiskers). Source data are provided as a Source Data file. **c**, **d** Heatmaps depicting fission activity following RNAi treatment for both the (**c**) 2-phase primary and (**d**) secondary Hox RNAi screens. Cumulative fissions over time are displayed for individual worms from each RNAi condition (*n* = 12 or 18 animals). Source data are provided as a Source Data file. **e**, **f** Representative images of animals from secondary Hox RNAi screen on days 0 and 12 of the fission assay (*n* = 12 animals, three independent repeats). Animals were given nine dsRNA feedings for primary phase I and 12 dsRNA feedings for phase II screening. Animals were given 17 bacterial RNAi feedings for secondary screening. **g** Representative images and phenotypic frequency of RNAi animals 15 days post-amputation after eight dsRNA feedings (*n* = 18–53 animals, three independent repeats). Scale, 1 mm.

The ancestral roles of Hox genes, a family of transcription factors with evolutionarily conserved functions in embryonic head to tail patterning, are tightly linked to the emergence of segmented animal body plans^4,5^. Additionally, Hox gene functions in neuronal development throughout taxa suggest potentially ancient roles in the evolution of the nervous system^6–8^. As asexually reproducing animals, planarians preserve many embryonic developmental programs within their adult tissues, including the ability to establish and maintain the polarization and patterning of the body plan along the A/P axis^9,10^. We therefore hypothesized that Hox genes play a role in A/P directed tissue segmentation and/or transverse fission behavior underlying asexual reproduction in adult planarians.

There has been a great deal of interest in understanding Hox gene function in planaria. Planarian Hox genes were first cloned over 30 years ago^11,12^. Since then, multiple studies have characterized the spatio-temporal regulation of planarian Hox genes during homeostasis and regeneration^11,13–15^. With the introduction of RNA-mediated genetic interference (RNAi)^16^, many investigators made extensive efforts to perturb planarian Hox gene function (both individually and combinatorially) with no discernible phenotypic defects reported^15,17,18^. Only recently has a requirement for the planarian Hox gene *post2d* in proper tail regeneration been reported^19^. Thus, to date, the functions of Hox genes in planaria remain largely a mystery.

In this work, we report functions for Hox genes in the asexual reproduction of the planarian flatworm, *S. mediterranea*. We identify multiple planarian Hox genes required for adult tissue segmentation and behavior underlying transverse fission. Among these, RNAi-mediated silencing of *hox3* genes increases both fission segment number and fission behavior initiation. In contrast, RNAi of *post2b* eliminates both fission segmentation and fission behavior. Using RNAseq expression analysis and RNAi functional screening, we identify downstream effector genes mediating Hox gene function in asexual reproduction. We find that *post2b* regulation of effector genes is required for the function of the planarian adhesive organ in the anchoring of the body form to a substrate to initiate transverse fission. Our data support a model in which the coordinate functions of Hox genes regulate asexual reproductive segmentation and behavior within adult planaria.

## Results

### Planarian Hox genes are required for asexual reproduction

The *S. mediterranea* genome encodes 13 Hox genes: *Hox1*, *Hox3a*, *Hox3b*, *Hox4a*, *Hox4b*, *Lox4*, *Lox5a*, *Lox5b*, *Post1*, *Post2a*, *Post2b*, *Post2c*, *Post2d*^15^ (Supplementary Fig. 1a, b). In planaria, Hox genes are dispersed throughout the genome in an atomization of the ancestral cluster^4^ (Supplementary Fig. 1c). This genomic organization may have implications for Hox gene expression and function in planaria as Hox genes typically display spatial collinearity (correspondence between gene order along the chromosome with domains of expression along the head to tail axis) in other animals^20^. RNAseq analysis of sexual and asexual planarian biotypes indicates that Hox gene expression increases from embryogenesis to adulthood (10/13 genes) with comparatively minor changes during whole animal regeneration/remodeling^21,22^ (Supplementary Figs. 2, 3). Despite an absence of genomic clustering, whole-mount in situ hybridization (WISH) reveals both axially restricted (*hox3b*, *hox4b*, *lox5a*, *post2c*, and *post2d*) and radially layered (*post2a* and *post2b*) domains of Hox gene expression within adult stage planarians^15^. Notably, *hox3b* is enriched in a band of expression anterior to the pharynx in 4–5 mm animals^15^. This region overlaps with the location of newly arisen fission planes as planarians grow from 3 to 5 mm in length^1^. Additionally, *hox1*, *hox3a*, *hox4b*, *post2d*, and *post2b* exhibit overlapping expression with the cholinergic neuron marker, *chat* in the planarian brain and nerve cord^15^. The expression of planarian Hox genes within these axially restricted domains and neuronal cells are consistent with potential functions in the tissue segmentation and behavior underlying asexual reproduction.

We determined the role of each of the planarian Hox genes in asexual reproduction. Individual RNAi of 5/13 Hox genes (*hox1*, *hox3a*, *hox3b*, *lox5b*, and *post2b*) in adult stage planaria resulted in a >50% reduction in the generation of fission progeny (Fig. 1b, c, Supplementary Fig. 4a–c). Targeting *hox1*, *hox3a*, *hox3b*, *lox5b*, and *post2b* with an extended RNAi treatment in a secondary screen either entirely or largely eliminated fission activity (Fig. 1d, f, Supplementary Fig. 4d). Consistent with previous reports, knockdown of *hox1*, *lox5b*, *post2b*, *hox3a*, or *hox3b* did not result in evident morphological changes during growth, homeostasis, or regeneration^15,17,18^ (Fig. 1e–g). These results identify a set of planarian Hox genes with prominent roles in asexual reproduction.

### Role of Hox genes in adult tissue segmentation

We hypothesized that planarian Hox genes regulate the adult tissue segmentation underlying asexual reproduction. We utilized our previously established physical compression assay to reveal the fission planes dividing tissue segments in RNAi animals and thereby determine the respective effects of Hox gene silencing^1^. Knockdown of *hox1* or *lox5b* had little to no effect on segment number (Fig. 2a, b). In contrast, knockdown of *post2b* eliminated fission segmentation, while knockdown of *hox3a* or *hox3b* resulted in supernumerary segments (Fig. 2a, b). Although simultaneous knockdown of *hox3a* + *hox3b* increased fission segment number, it also reduced fission progeny yield (Fig. 2a, b, Supplementary Fig. 4e–g). The increased fission segmentation following *hox3* RNAi was slightly biased in the region anterior of the pharynx, coinciding with the expression domain of *hox3b*^15^ (Fig. 2c). We reasoned that increasing the number of fission planes dividing the animal should reduce the size of each segment and the resultant fission progeny. We quantified the size of rare fission progeny in *hox3* RNAi animals, revealing a decrease in progeny size consistent with the increase in segmentation observed via physical compression (Fig. 2d, e). Altogether, these data indicate that the planarian Hox genes *post2b* and *hox3* are required for A/P tissue segmentation associated with asexual reproduction.

**Fig. 2:**
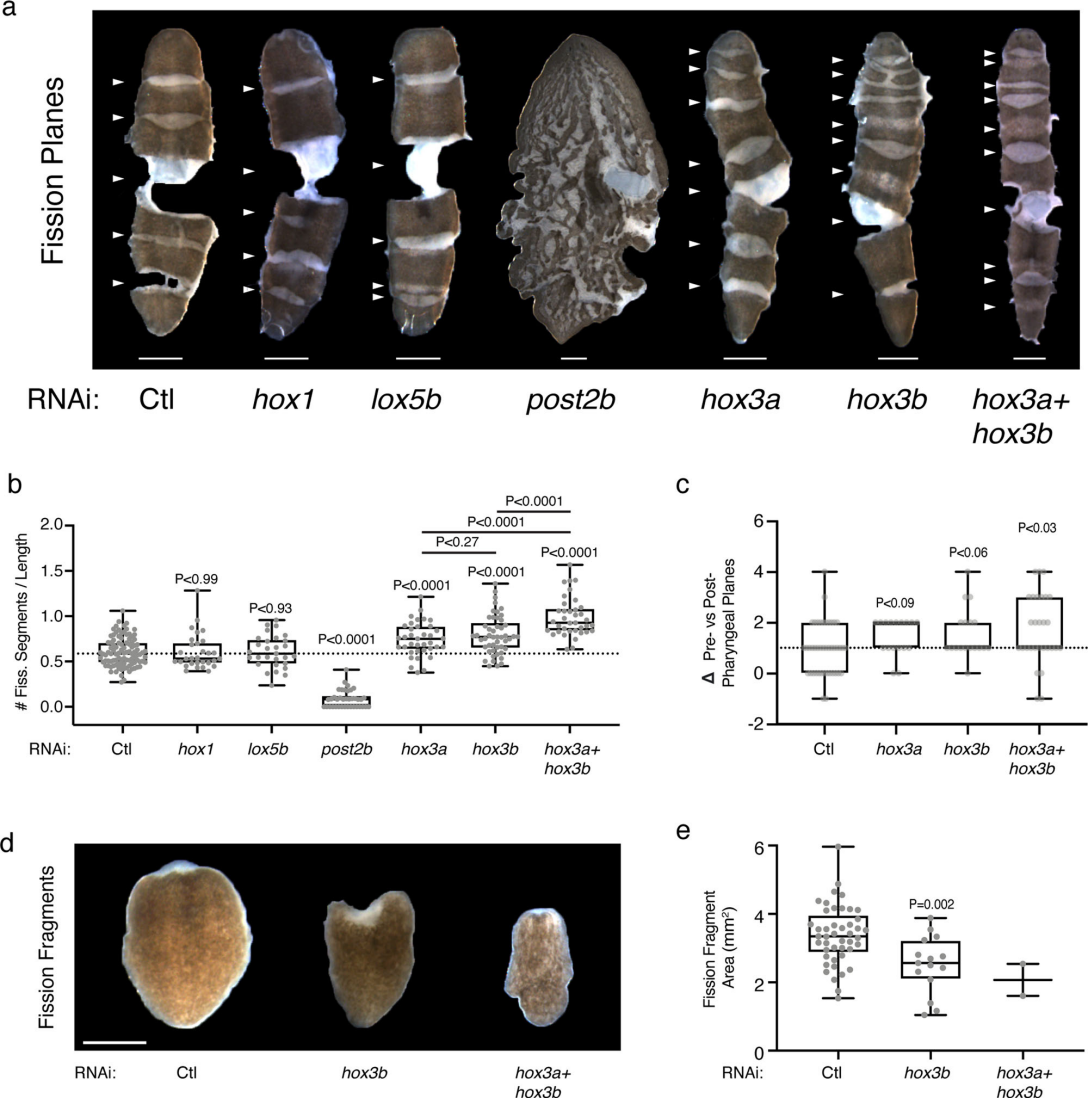
*post2b* and *hox3* are opposing regulators of adult tissue segmentation. **a** Representative images of RNAi animals compressed to reveal fission planes and segmentation (arrows indicate fission planes). **b** Plot of the number of fission planes/animal length following Hox RNAi treatment (*n* = 100, 30, 29, 38, 37 49, and 37 animals for Ctl, *hox1*, *lox5b*, *post2b*, *hox3a*, *hox3b*, and *hox3a* + *hox3b* RNAi samples, respectively; Ctl vs. *hox1*, *lox5b*, *post2b*, *hox3a*, *hox3b*, and *hox3a* + *hox3b* *p*-values = 0.9844, 0.9234, <0.0001, <0.0001, <0.0001, and <0.0001, respectively; *hox3a* vs. *hox3b* and *hox3a* + *hox3b* *p*-values = 0.2696 and <0.0001, respectively; *hox3b* vs. *hox3a* + *hox3b* *p*-value is <0.0001; sample replicates pooled from two independent experiments with eight dsRNA feedings or 17 bacterial RNAi feedings; at least two independent repeats for each RNAi conditions). **c** Plot of the difference between the number of pre-pharyngeal vs. post-pharyngeal fission planes following RNAi treatment (*n* = 41, 17, 18, and 29 animals for Ctl, *hox3a*, *hox3b*, and *hox3a* + *hox3b* RNAi samples, respectively; Ctl vs. *hox3a*, *hox3b*, and *hox3a* + *hox3b* *p*-values = 0.0876, 0.0568, 0.0257; 17 bacterial RNAi feedings). **d** Representative images of fission progeny following RNAi treatment. **e** Plot of surface area of fission progeny (*n* = 45, 15, and 2 fission progeny for Ctl, *hox3b*, and *hox3ab* RNAi samples, respectively; Ctl vs. *hox3b* *p*-value = 0.002; 17 bacterial RNAi feedings). *p*-values were calculated by Welch’s two-tailed *t*-test. Scale, 1 mm. Box and whisker plot depicts individual data points, median (center), 25th/75th percentile (bounds of box), and minima/maxima (whiskers). Source data are provided as a Source Data file.

### Role of Hox genes in asexual reproductive behavior

We next determined the roles of planarian Hox genes in the frequency, duration, and success of asexual reproductive behavior. Using time-lapse imaging, we recorded fission events in Hox RNAi-treated animals^1^ (Fig. 3a, Supplementary Figs. 5, 6, Supplementary Movies 1–8). Individual knockdown of either *hox1* or *lox5b* substantially reduced the success of fission behavior (Supplementary Fig. 6b–f, I, Supplementary Movies 2, 5). Mirroring their opposing roles in segmentation, *post2b* RNAi eliminated fission behavior (Supplementary Figs. 6j, 7b) while *hox3a* + *hox3b* RNAi increased fission behavior frequency and duration (Fig. 3b–d, Supplementary Figs. 6g h, 7a, c, Supplementary Movies 6, 7). Individual RNAi of *hox3b*, but not *hox3a*, largely phenocopied *hox3a* + *hox3b* RNAi effects on fission behavior (Supplementary Figs. 6b–d, g, h,  7c, Supplementary Movies 3, 4). These results suggest unequal levels of functional redundancy for the *hox3* genes in the regulation of fission behavior in contrast to their similar contributions to fission segmentation (Fig. 2). Importantly, these results indicate that *hox1* and *lox5b* regulate fission behavior independent of segmentation while *post2b* and *hox3* mediate opposing roles in fission behavior regulation that parallels their roles in segmentation.

**Fig. 3:**
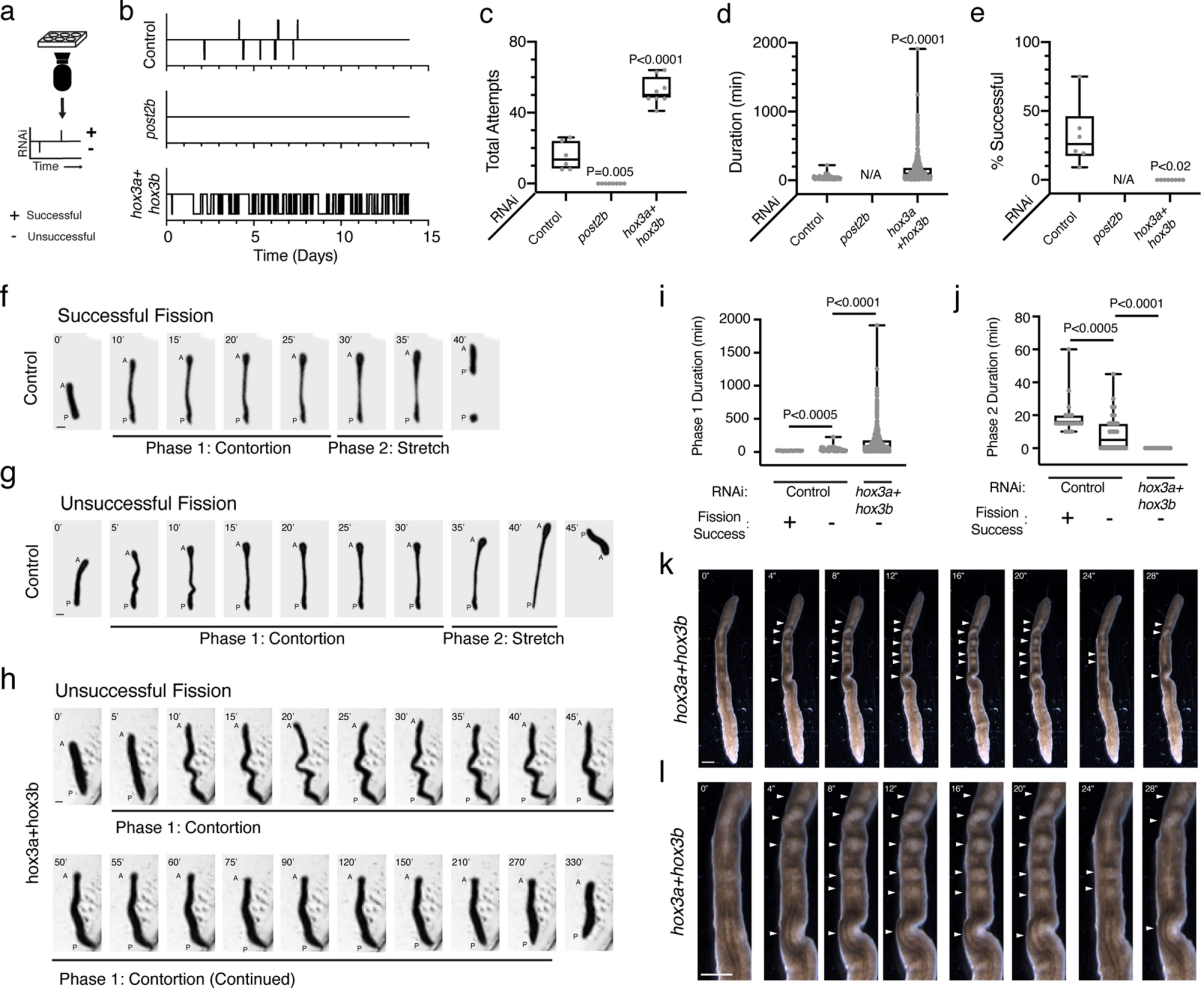
*post2b* and *hox3* are opposing regulators of asexual reproductive behavior. **a** Diagram of webcam time-lapse imaging and timeline visualization depicting successful (upward displacement) and unsuccessful (downward displacement) fission attempts. **b** Representative activity timelines of fission behavior from live imaging of control, *post2b*, and *hox3a* + *hox3b* RNAi animals. **c**–**e** Plots of (**c**) total number of fission attempts (Control vs. *post2b* and *hox3a* + *hox3b* *p*-values = 0.005 and <0.0001, respectively), (**d**) duration of each attempt (Control vs. *hox3a* + *hox3b*, *p*-value < 0.0001), and (**e**) percentage of successful attempts for RNAi-treated animals (Control vs. *hox3a* + *hox3b* *p*-value = 0.194). *n* = 8, 6, and 6 animals for Control, *post2b*, and *hox3a* + *hox3b* RNAi samples, two independent repeats. Source data are provided as a Source Data file. **f**–**h** Representative images (5 min per frame, A = anterior, P = pre-fission posterior, and P’ = post-fission posterior) of (**f**) successful and (**g**, **h**) unsuccessful fission attempts divided into Phase 1 (Contortion) and Phase 2 (Stretch) for (**f**, **g**) control and (**h**) *hox3a* + *hox3b* RNAi-treated animals (experiment independently repeated once). **i**, **j** Plots of the duration of (**i**) Phase and (**j**) Phase 2 within each fission attempt for RNAi-treated animals (*n* = 18, 50, and 476 fission events for Ctl Successful, Ctl Unsuccessful, and *hox3a* + *hox3b* Unsuccessful, respectively; Ctl Successful vs. Ctl Unsuccessful *p*-value = 0.0005; Ctl Unsuccessful vs. *hox3a* + *hox3b* Unsuccessful *p*-value < 0.0001). Source data are provided as a Source Data file. **k**, **l** Representative images of the (**k**) entire body or the (**l**) pre-pharyngeal region of *hox3a* + *hox3b* RNAi-treated animal stalled in Phase 1 (*n* = 10/10 animals, arrows indicate tissues undergoing peristaltic contractions, two independent repeats). Animals were given 17 bacterial RNAi feedings. Scale, 1 mm. Box and whisker plot depicts individual data points, median (center), 25th/75th percentile (bounds of box), and minima/maxima (whiskers). *p*-values calculated by Welch’s two-tailed *t*-test. Scale, 1 mm.

Our analysis indicates that planarian *hox3* genes have shared roles in the negative regulation of adult tissue segmentation and asexual reproductive behavior. Yet, while *hox3* RNAi increases the frequency and duration of fission behavior, these attempts are ultimately unsuccessful (Fig. 3b–e). Therefore, we hypothesized that *hox3* is also required at a later stage of the asexual reproduction process. Detailed analyses of fission behavior in control and *hox3* RNAi-treated animals revealed two distinct phases of behavior (I and II) common to individual fission attempts (Fig. 3f, g). During phase I, animals elongate their bodies anteriorly in a contorted manner. During phase II, animals further stretch out, thinning and rupturing the fission plane dividing segments to release a tissue fragment. Analysis of *hox3* RNAi-treated animals reveals an inability to progress from phases I to II, thus preventing completion of asexual reproduction (Fig. 3h–j). Furthermore, high-resolution time-lapse imaging of *hox3a* + *hox3b* and *hox3b* RNAi-treated animals revealed that phase I contortions are coincident with A/P directed peristaltic contractions (Fig. 3k, l, Supplementary Movies 9, 10). This peristalsis was previously observed in live imaging of fissioning *S. mediterranea*, and a similar process was observed in fissioning *Dugesia japonica*^1,2^. To date, the significance of these peristaltic contractions in planarian asexual reproduction is still unclear. We conclude from these data that *hox3* is required for both the initiation and successful progression of asexual reproductive behavior.

### Resolving effector genes mediating Hox gene function

Our findings indicate that Hox genes regulate asexual reproduction via the emergence and modulation of A/P segmentation and behavior in adult animals. We previously identified requirements for the Wnt signaling genes *β-catenin, apc, dshB*, and *wnt11-6* as well as the TGF-β signaling genes *actR-1* and *smad2/3* in the regulation of fission behavior^1^. Their functions coincided with their roles in the size-dependent patterning of putative mechanosensory neurons expressing *gabrg3L-2* and *pkd1L-2*, genes with roles in the inhibition of fission activity^1,23^. The interplay between Hox and Wnt signaling is an ancient feature of axial patterning broadly conserved throughout phyla^19,24,25^. Additionally, TGF-β and/or BMP signaling has been shown to regulate Hox gene expression and collaborate with HOX proteins for target gene regulation^26,27^. This raises the question as to the extent to which *hox1*, *hox3a*, *hox3b*, *lox5b*, and/or *post2b* interact with Wnt/TGF-β signaling in the regulation of asexual reproduction.

We explored the potential interplay between Wnt/TGF-β genes and the identified fission regulatory Hox genes in planarian asexual reproduction. While knockdown of *β-catenin* alters expression of multiple Hox genes, including *hox4b* (aka *hoxD*), *lox5a*, *post2c*, and *post2d* (aka *abdBa*), there is no significant effect on the expression of *hox1*, *lox5b*, *hox3a*, *hox3b*, or *post2b*^19,28^. Additionally, while the expression domain of *post2b* along the lateral edge of the animal resembles that of *gabrg3L-2* and *pkd1L-2*, single-cell RNAseq (scRNAseq) analysis indicates that they are expressed within non-overlapping cell clusters^15,23,29^ (Supplementary Fig. 7e–g). Finally, the RNAi phenotypes of Wnt/TGF-β pathway genes are distinct from that of the identified fission-regulatory Hox genes. Animals treated with *hox1*, *hox3a*, *hox3b*, *lox5b*, or *post2b* RNAi lack detectable anterior–posterior regeneration phenotypes (Fig. 1e, g) and knockdown of *hox3a*, *hox3b*, or *post2b* alters fission segmentation (Fig. 2). In contrast, knockdown of fission regulatory Wnt/TGF-β genes yields anterior–posterior regeneration defects and has little to no effect on fission segmentation^1,28,30–33^. The lack of an obvious functional integration of fission-regulatory Hox genes into the Wnt/TGF-β pathway motivated a de novo investigation of the mechanism by which Hox genes regulate asexual reproduction.

Hox genes mediate their functions via direct and indirect regulation of downstream effector genes^34^. 

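RNA-seq of whole animals measured which transcripts change when a Hox gene is silenced. Asexual adult planarians were fed purified dsRNA 7 times, which lowers the transcript that matches it (RNA interference, RNAi), and were then starved for 5 days. There were 6 groups, *hox1*, *hox3a*, *hox3b*, *lox5b* and *post2b* RNAi and control RNAi with *unc-22* dsRNA, and 4 libraries in each group. Each library pooled RNA from 3 animals, so all p-values given here measure the spread between pools of 3 animals. The authors made stranded mRNA libraries, aligned the reads with STAR to the smed_dd_g4 genome and counted them over the Smes_hv_v1 gene models. The deposited values are transcripts per 1000000 transcripts (TPM) for 22197 genes. TPM divides reads by transcript length and brings every library to the same sum of 1000000, so a rise in some abundant transcripts lowers the value of all others. The number of reads behind a value is not kept in TPM, and the depth is therefore unknown. Genes with a TPM above 0 numbered 17512 to 17843 in the control libraries, 17087 to 17314 in *hox1* RNAi, 17322 to 17505 in *hox3a* RNAi, 17225 to 17683 in *hox3b* RNAi, 16685 to 17109 in *lox5b* RNAi and 17189 to 17713 in *post2b* RNAi. Pearson's r between libraries of 1 group, across genes, was at least 0.985. Each Hox RNAi group was compared with control RNAi by limma on log2(TPM + 0.5), with all 24 libraries in 1 model and Benjamini-Hochberg adjustment over the 15829 genes that had a TPM of at least 0.5 in at least 4 libraries. A differentially expressed gene (DEG) had a change of at least 1.5-fold and an adjusted p under 0.05. In *lox5b* RNAi it had a change of at least 2-fold and an adjusted p under 0.01. The transcripts of the 5 silenced Hox genes are not paired with gene IDs in the tables used here, so their own loss was not analysed here.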

To elucidate Hox downstream effector genes regulating asexual reproduction, we devised a two-part strategy to (I) identify putative candidates via differential gene expression analysis and (II) functionally validate their roles in fission (Fig. 4a). RNAseq analysis identified 1724 DEGs following perturbation of Hox gene function (Fig. 4b, Supplementary Data File 1). 

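Silencing of each of the 5 Hox genes lowered more transcripts than it raised. In *hox1* RNAi animals 250 genes fell and 44 rose. The counts were 645 fallen and 134 risen genes in *hox3a* RNAi, 175 and 39 in *hox3b* RNAi, 621 and 41 in *lox5b* RNAi, and 749 and 52 in *post2b* RNAi. Together these are 1625 DEGs, of which 967 were called in exactly 1 of the 5 groups, 16 fell in all 5 groups and 2 rose in all 5 groups. These counts rest on the stricter cutoff of *lox5b* RNAi and do not show that most changes are particular to 1 Hox gene. Of the 749 fallen DEGs of *post2b* RNAi, 630 also fell in *lox5b* RNAi at an adjusted p under 0.05 and any fold change (limma with Benjamini-Hochberg adjustment). Of all tested genes, the 4 RNAi libraries lay entirely above or below the 4 control libraries for 15.2% in *hox1* RNAi, 27.2% in *hox3a*, 16.2% in *hox3b*, 44.7% in *lox5b* and 30.1% in *post2b* RNAi. Chance alone gives 2.86% for a single gene, and genes are not independent. These shares come from the TPM as deposited and were not computed after rescaling. Scale factors by the median of ratios between libraries were 1.054 to 1.103 in control RNAi. They were lower in all libraries of *hox3a* (0.943 to 0.996), *lox5b* (0.925 to 0.983) and *post2b* RNAi (0.934 to 0.999). The scale alone can therefore raise the shares in these groups. The share of fallen genes depends in part on the scale of TPM, because the median log2 fold change of all tested genes was -0.14 in *hox3a* RNAi and -0.15 in both *lox5b* and *post2b* RNAi. Rescaling the TPM by the median of ratios between libraries shifted this median by 0.05 in *hox1*, 0.14 in *hox3a*, 0.06 in *hox3b*, 0.14 in *lox5b* and 0.15 in *post2b* RNAi. After rescaling, 214 genes fell and 63 rose in *hox1* RNAi, 228 and 215 in *hox3a*, 124 and 62 in *hox3b*, 411 and 128 in *lox5b*, and 319 and 163 in *post2b* RNAi. Single libraries moved the number of DEGs in *hox1* RNAi from 294 to 174 without *hox1* replicate 2 and to 464 without *hox1* replicate 1. In *hox3b* RNAi, with 214 DEGs, the number was 43 without *hox3b* replicate 4, 81 without control replicate 4, 115 without *hox3b* replicate 1, 116 without control replicate 1, 118 without *hox3b* replicate 3 and 386 without *hox3b* replicate 2. The paper takes the DEGs as putative effectors of Hox gene function and then tests cloned candidates for their effect on fission by RNAi (Fig. 4a).

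**Figure D1:**
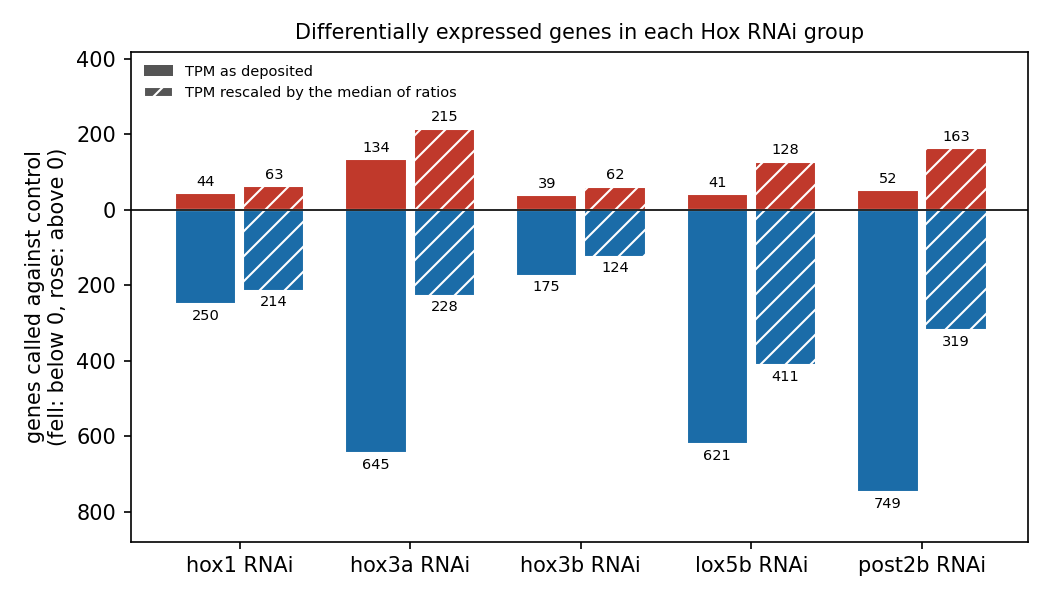
Number of DEGs that rose or fell in each Hox RNAi group against control RNAi, from TPM as deposited and from TPM rescaled by the median of ratios. In *hox3a* RNAi 645 genes fell as deposited and 228 after rescaling, and in *hox1* RNAi 250 and 214.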

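Only 504 of the tested transcripts (3.2%) have a product name in the tables used here, taken from the closest protein of another species. A protein disulfide-isomerase (SMESG000001159.1), an enzyme that forms disulfide bonds in the endoplasmic reticulum, fell in all 5 groups. Its log2 fold change was -1.41 in *hox1*, -1.21 in *hox3a*, -0.87 in *hox3b*, -1.67 in *lox5b* and -1.04 in *post2b* RNAi. The call in *hox3b* RNAi (adjusted p = 0.0187, limma with Benjamini-Hochberg adjustment) was lost without control replicate 4 or without *hox3b* replicate 1, 3 or 4, where the adjusted p reached 0.0781 (0.00806 to 0.0781 over 16 alternatives, limma with Benjamini-Hochberg adjustment). Endothelin-converting enzyme 1 (SMESG000003235.1), a metalloprotease that cleaves peptide hormones, had 2.67 ± 1.05 TPM (SD, n = 4) in *lox5b* RNAi and 12.3 ± 1.76 TPM (SD, n = 4) in control RNAi. This is a log2 fold change of -2.07 (standard error 0.23, adjusted p = 6.16e-07, limma with Benjamini-Hochberg adjustment). A cytochrome P450 2U1 (SMESG000003402.1), a fatty acid hydroxylase, moved in opposite directions. It rose in *hox1* RNAi by a log2 fold change of 1.23 (standard error 0.23, adjusted p = 0.0023, limma with Benjamini-Hochberg adjustment) and had a log2 fold change of -1.28 in *lox5b* RNAi (standard error 0.23, adjusted p = 8.44e-05, limma with Benjamini-Hochberg adjustment). ADP-ribosylation factor 1 (SMESG000052762.1), which starts vesicle budding, rose in *hox3a* RNAi with a log2 fold change of 1.38 (standard error 0.27, adjusted p = 0.00212, limma with Benjamini-Hochberg adjustment). Vacuolar protein sorting-associated protein 4A (SMESG000070711.1), which disassembles membrane-remodelling complexes, rose there with a log2 fold change of 1.01. A ryanodine receptor transcript (SMESG000000646.1), a calcium release channel, had a log2 fold change of -1.39 in *lox5b* RNAi (adjusted p = 5.35e-05, limma with Benjamini-Hochberg adjustment) and of -0.74 in *hox3a* RNAi. The call in *hox3a* RNAi was lost after rescaling of the TPM and without control replicate 1, 2 or 4 or *hox3a* replicate 3 or 4, with adjusted p values from 0.00913 to 0.0938 over 16 alternatives (limma with Benjamini-Hochberg adjustment). Early growth response-3 (SMESG000000959.1), a transcription factor, rose in *hox3b* RNAi from 13.0 ± 1.21 to 23.7 ± 3.44 TPM (SD, n = 4 each), a log2 fold change of 0.83. In *post2b* RNAi, Venom allergen 5 (SMESG000001227.1), a match to a family of secreted proteins, had 17.6 ± 4.82 TPM against 104 ± 9.36 TPM in control RNAi (SD, n = 4 each), a log2 fold change of -2.57 (standard error 0.15, adjusted p = 2.81e-11, limma with Benjamini-Hochberg adjustment). A 16 kDa calcium-binding protein (SMESG000000553.1) had 35.5 ± 23.5 TPM against 172 ± 8.95 TPM (SD, n = 4 each), a log2 fold change of -2.56. A monocarboxylate transporter of the solute carrier 16 family, Slc16a-18 (SMESG000003109.1), had a log2 fold change of -0.83 in the same group.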

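Many of the largest changes lie in transcripts without a product name in the tables used here. In *lox5b* RNAi, SMESG000043423.1 had 11.7 ± 8.21 TPM against 336 ± 227 TPM in control RNAi (SD, n = 4 each), a log2 fold change of -4.71, and SMESG000016778.1 rose by a log2 fold change of 2.06. In *hox3a* RNAi, SMESG000055624.1 rose by a log2 fold change of 3.85 (standard error 0.33, adjusted p = 1.45e-07, limma with Benjamini-Hochberg adjustment), and the same transcript rose in *hox3b* RNAi by 1.55. For SMESG000036037.1 the log2 fold change in *hox3a* RNAi was -1.83. In *post2b* RNAi, SMESG000049582.1 had 3.33 ± 0.821 TPM against 41.9 ± 4.04 TPM (SD, n = 4 each), a log2 fold change of -3.49, and SMESG000035250.1 rose by 1.65 on the log2 scale. In *hox1* RNAi, SMESG000043423.1 had a log2 fold change of -2.35, a call lost in 8 of 16 alternatives, among them leaving out control replicate 1, 2 or 3 or *hox1* replicate 2, 3 or 4 (adjusted p from 0.0165 to 0.138, limma with Benjamini-Hochberg adjustment). In the same group, SMESG000005053.1 had a log2 fold change of -2.13 (standard error 0.18, adjusted p = 1.66e-08, limma with Benjamini-Hochberg adjustment). In *hox3b* RNAi, SMESG000057502.1 had a log2 fold change of -2.04. Changes of at least 4-fold were falls in 4 genes in *hox1*, 1 in *hox3b*, 37 in *lox5b* and 41 in *post2b* RNAi, and rises in 17 genes in *hox3a* RNAi and 1 in *lox5b* RNAi.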

We selected and successfully cloned 423 putative effector genes into RNAi vectors for functional analysis. We determined the role of each gene in asexual reproduction by scoring resultant fission progeny following RNAi-mediated gene perturbation (Supplementary Fig. 8a, b). We focused on RNAi conditions that phenocopied Hox gene RNAi—i.e., robustly decreased fission progeny (>4-fold reduction, *p*-value < 0.01) independent of evident alterations to body plan morphology or size (Fig. 1e–g, Supplementary Fig. 4d). Using these criteria, our functional screen identified 24 putative Hox downstream effector genes required for asexual reproduction: *ganglioside GM2 activator (gm2a), zinc finger protein 816 (znf816), sterile alpha motif-containing protein (samc), sex determining region Y-box 5 (sox5), carbonic anhydrase VII (ca7), thymine-DNA glycosylase (tdg), dd25334, G elongation factor mitochondrial 2 (gfm2), C-terminal-binding protein 2 (ctbp2), fukutin (fktn), dd13286, plasminogen-1 (plg1), synaptotagmin 1 (syt1), intermediate filament b (ifb), lamin A/C (lmnAC), dd20390, post2a, Fer3-like bHLH transcription factor (fer3l2), BarH-like homeobox 2 (barHl2), Nipped-B-like protein 1 (nipbl), zinc finger MYM-type 2 (zmym2), reticulocalbin-1 (rcn-1), even-skipped homeobox 1 (eve), neural cell adhesion molecule 2 (ncam2)* (Fig. 4c, d, Supplementary Fig. 8c–e).

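In the RNA-seq libraries, the transcripts of nearly all of these effectors were lower when their Hox gene was silenced. Supplementary Data 2 assigns the 24 genes to Hox genes in 25 pairs, and 24 of the 25 pairs passed as fallen DEGs (21 after rescaling of the TPM). *gfm2* is counted here under its gene ID in Supplementary Data 2, and under that in Supplementary Data 1 it would not pass. The paper chose the effectors from DEGs of these same libraries, so the count of pairs is not independent evidence. All 15 genes assigned to *post2b* fell in *post2b* RNAi, before and after rescaling and also when adjusted over the list alone, and their median log2 fold change was -2.26. *plg1* (SMESG000018456.1), a match to the protease precursor plasminogen, had 5.60 ± 2.97 TPM in *post2b* RNAi and 50.6 ± 4.28 TPM in control RNAi (SD, n = 4 each). This is a log2 fold change of -3.19 (standard error 0.22, adjusted p = 4.4e-10, limma with Benjamini-Hochberg adjustment). Transcripts of structural proteins fell with it. The intermediate filament gene *ifb* (SMESG000062826.1) had 43.5 ± 30.1 TPM against 300.1 ± 27.3 TPM (SD, n = 4 each), a log2 fold change of -3.06 (standard error 0.29, adjusted p = 7.21e-08, limma with Benjamini-Hochberg adjustment). The nuclear lamina gene *lmnAC* (SMESG000046289.1) had a log2 fold change of -2.90 (standard error 0.27, adjusted p = 6.74e-08, limma with Benjamini-Hochberg adjustment). *syt1* (SMESG000059797.1), which matches a calcium sensor of vesicle release, had 2.04 ± 1.05 TPM against 16.9 ± 1.93 TPM (SD, n = 4 each), a log2 fold change of -2.87. *rcn-1* (SMESG000034805.1), which matches a calcium-binding protein of the secretory pathway, was the most abundant of the 15, with 592 ± 36.3 TPM against 1109 ± 75.4 TPM (SD, n = 4 each), a log2 fold change of -0.90 (standard error 0.08, adjusted p = 1.28e-08, limma with Benjamini-Hochberg adjustment). *fktn* (SMESG000017956.1), a glycosylation enzyme gene, fell from 3.09 ± 0.245 to 0.129 ± 0.0971 TPM (SD, n = 4 each). The transcription factor genes differed in size of change, with a log2 fold change of -1.91 for *fer3l2*, -1.44 for *barHl2* and -0.73 for *eve*. The fall of *eve* was under 1.5-fold without *post2b* replicate 3, with a log2 fold change of -0.56. *dd13286* had -3.06, *dd20390* -2.41 and *zmym2* -0.93, and *nipbl* fell with an adjusted p of 0.00454 (limma with Benjamini-Hochberg adjustment).

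**Figure D2:**
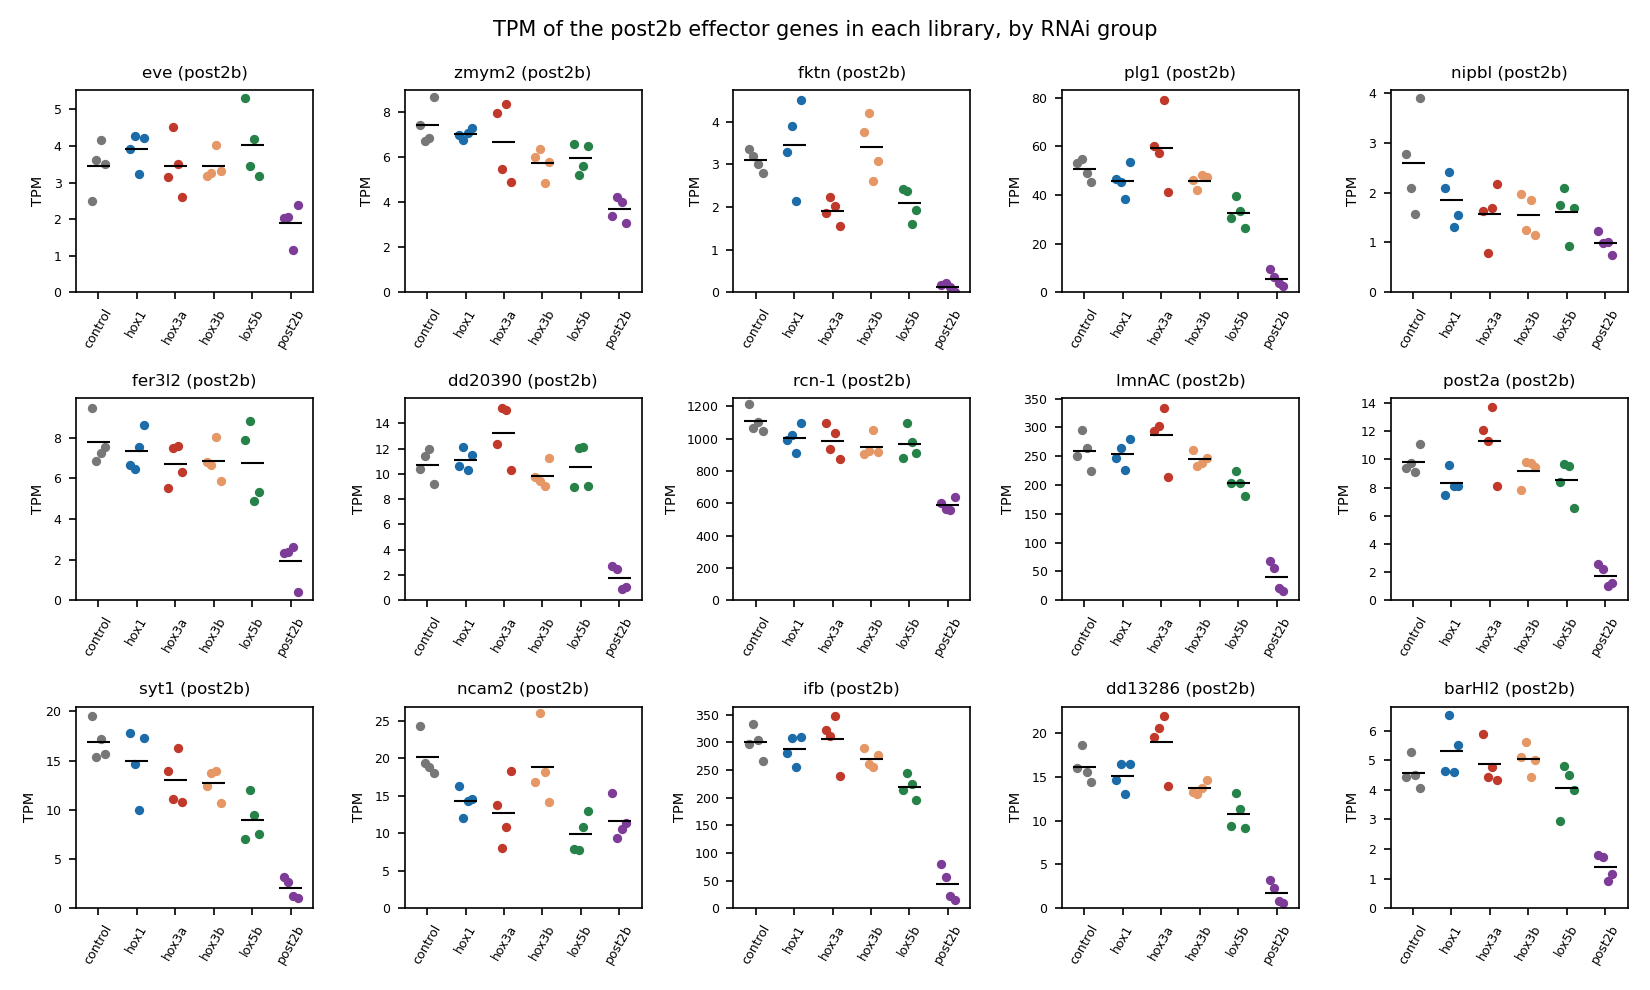
TPM of the 15 *post2b* effectors in each of the 24 libraries, by RNAi group, with 1 point per library and a line at the group mean. The *post2b* RNAi libraries of *ifb* have a mean of 43.5 TPM and the control libraries 300.1 TPM.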

**Fig. 4:**
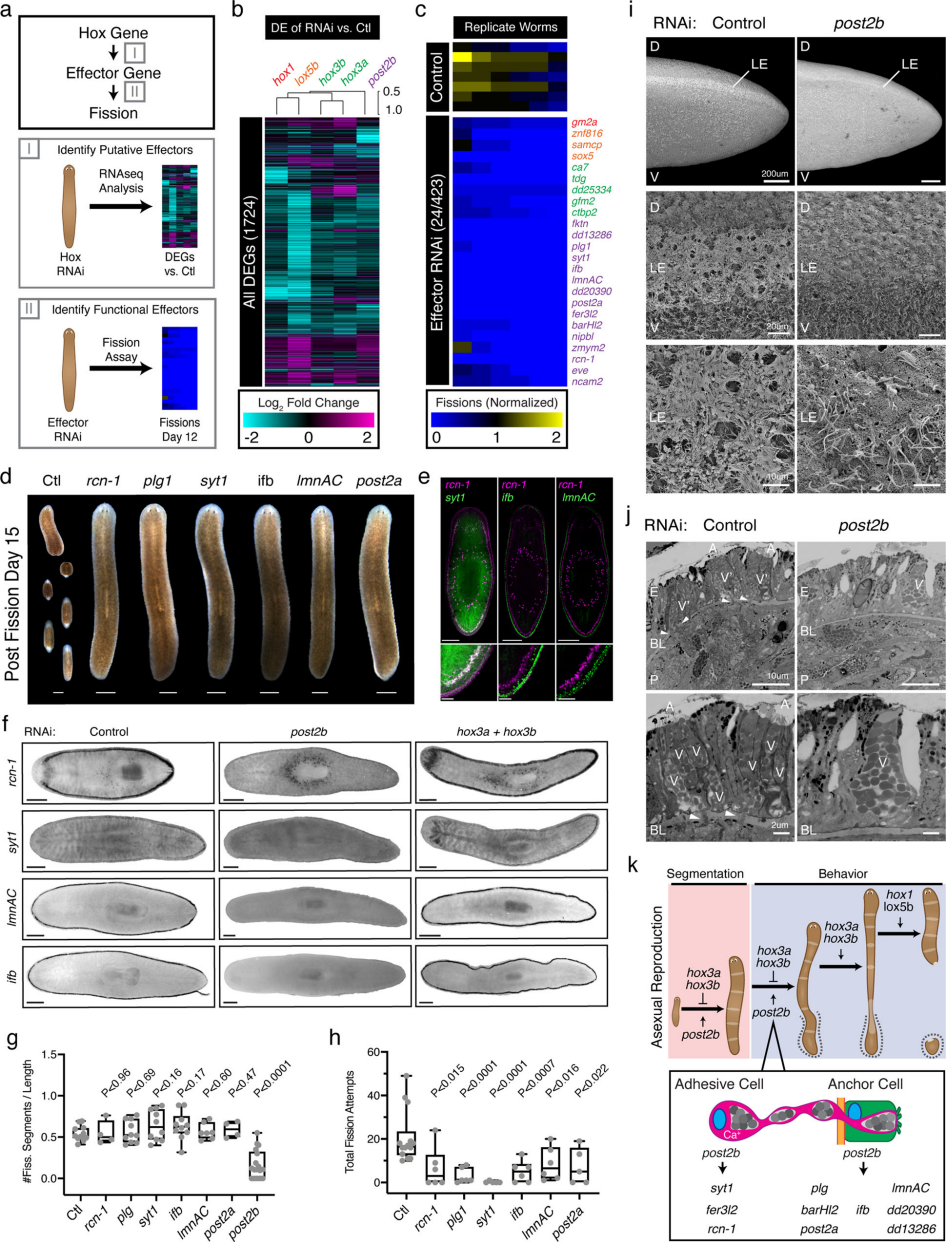
Elucidation of downstream effectors mediating Hox gene regulation of asexual reproduction. **a** Diagram depicting a two-part strategy to elucidate downstream effectors of Hox genes that regulate fission: (I) use RNAseq analysis to identify putative effector genes from the differentially expressed genes in Hox RNAi-treated animals, then, (II) use RNAi to determine the effects of putative effector genes on fission. **b** Heatmap of 1724 DEGs from RNAseq that are significantly regulated following RNAi of Ho*x* genes. **c** Heatmap of the top 24/423 genes from RNAi screen of putative downstream fission effectors (see Supplementary Fig. 8) 16–19 Bacterial RNAi feedings. Heatmap depicts normalized fission number on Day 12 across six RNAi-treated worms. Effector genes are color coded with respect to their putative upstream Hox gene: *hox1* (red), *lox5b* (orange), *hox3* (green), *post2b* (purple). Source data are provided as a Source Data file. **d** Representative images of *post2b* effector RNAi-treated animals 15 days post fission induction (*n* = 6 animals, 17 RNAi feedings, two independent repeats). Scale, 1 mm. **e** Double fluorescent whole-mount in situ staining of *post2b* effectors *rcn-1* and *syt1*, *ifb*, or *lmnAC* (*n* = 6–7 animals, two independent repeats). Whole animal image (top) and zoom in of posterior lateral section (bottom). Scale, 500 and 100 μm, respectively. **f** Expression of *post2b* effector genes detected by whole-mount in situ hybridization in control, *hox3a* + *hox3b*, and *post2b* RNAi-treated animals (*n* = 4–13 animals, 1 independent repeat). Scale, 500 μm. **g** Plot of the number of fission planes/animal length following *post2b* effector RNAi treatment (*n* = 4, 10, 11, 10, 10, 7, 4, and 17 animals for Ctl, *rcn-*1, *plg*, *syt1*, *ifb*, *lmnAC*, *post2a*, and *post2b*, respectively; Ctl vs. *rcn-*1, *plg, syt1*, *ifb*, *lmnAC*, *post2a*, and *post2b* *p*-values = 0.9581, 0.6815, 0.1552, 0.1634, 0.5967, 0.4605, and 0.0001, respectively; replicates pooled from 1 to 4 independent repeats, 21 bacterial RNAi feedings). *p*-Values were calculated by Welch’s two-tailed *t*-test. Source data are provided as a Source Data file. **h** Plot of the total number of fission attempts for RNAi-treated animals (*n* = 14, 5, 5, and 6 animals for Ctl, *syt1*, *post2a*, and all other RNAi samples, respectively; Ctl vs. *rcn-*1, *plg, syt1*, *ifb*, *lmnAC*, *post2a*, and *post2b* *p*-values = 0.0145, <0.0001, <0.0001, 0.0006, 0.0157, and 0.0218, respectively; 21 bacterial RNAi feedings). Box and whisker plot depicts individual data points, median (center), 25th/75th percentile (bounds of box), and minima/maxima (whiskers). *p*-values were calculated by Welch’s two-tailed *t*-test. Source data are provided as a Source Data file. **i** Scanning electron micrographs of the lateral edge of the tail containing the marginal adhesive gland in control and *post2b* RNAi-treated animals (*n* = 3 animals; representative images; 30 bacterial RNAi feedings; two independent repeats). **j** Transverse scanning electron micrographs of the marginal adhesive gland in control and *post2b* RNAi-treated animals (*n* = 3 animals; representative images; 30 bacterial RNAi feedings; single experiment). Annotations demarcate the dorsal (D), ventral (V), lateral edge (LE), epithelium (E), basal lamina (BL), parenchyma (P), viscid cell extensions crossing basement lamina (arrowheads), clustered (V’) or individual (V) viscid cell glands in the epidermis, and adhesive papillae (A). **k** Diagram summarizing the roles of the Hox genes as regulators of the adult tissue patterning and behavior required for asexual reproduction (top). Zoom-in panel describing requirement of *post2b* in the initiation of fission behavior via effector gene regulation in the adhesive cells and anchor cells of the planarian marginal adhesive glands (bottom).

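On the TPM as deposited, some pairs of Hox RNAi groups shared many of their fallen transcripts. *hox3a* and *lox5b* RNAi had 326 fallen DEGs in common, *hox3a* and *post2b* RNAi 315, *lox5b* and *post2b* RNAi 292, *hox3a* and *hox3b* RNAi 127, and *hox1* and *lox5b* RNAi 124. Independent lists of these lengths would share 25.3, 30.5, 29.4, 7.13 and 9.81 genes, but lists with the same controls are not independent. Simulated groups without change had at most 1 DEG each, too few to give an overlap for comparison. Among genes that rose, *hox3a* and *hox3b* RNAi shared 18, where independent lists would share 0.33, but with separate control libraries they shared 0 to 14. All groups were compared with the same 4 control libraries, which alone makes their fold changes alike. With 2 control libraries for each group of a pair, so that none was shared, both fell for 64 to 192 genes in *hox3a* and *lox5b* RNAi, 58 to 94 in *hox3a* and *post2b* RNAi, 100 to 177 in *lox5b* and *post2b* RNAi, 3 to 13 in *hox3a* and *hox3b* RNAi and 31 to 49 in *hox1* and *lox5b* RNAi. Both fell for 0 to 1 genes in *hox1* and *hox3b*, 6 to 11 in *hox1* and *hox3a* and 7 to 14 in *hox1* and *post2b* RNAi. For *hox3b* RNAi the range was 0 to 15 with *lox5b* and 2 to 8 with *post2b* RNAi. Each list then rests on 2 instead of 4 control libraries, which can by itself lower the number of calls. The lengths of these lists are not given here. How much of the drop in overlap comes from fewer controls, and how much from no longer sharing them, was not tested. Splitting the controls leaves the scale of TPM as it is, and overlaps after rescaling were not counted. After rescaling only 228 genes fell in *hox3a* and 319 in *post2b* RNAi, so overlaps of 326 and 315 cannot be reached there. Across genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.70 for *hox1* and *lox5b* RNAi, 0.68 for *hox3a* and *hox3b* RNAi and 0.65 for *lox5b* and *post2b* RNAi. It was 0.57 for *hox3a* and *lox5b* RNAi and 0.47 for *hox3a* and *post2b* RNAi. Simulated groups with no change gave 0.50 from the shared controls alone, and 5 of the 10 pairs had an r of 0.50 or less, so r with shared controls does not by itself set these pairs apart from no change. Their covariances did, at 0.03 to 0.0405 against 0.0118 in the simulated groups. With separate controls, where groups without change share no library and r would lie near 0, their r was 0.28 to 0.32 on average. The covariance was 0.0829 for *hox1* and *lox5b*, 0.0461 for *hox3a* and *hox3b*, 0.0873 for *lox5b* and *post2b*, 0.0737 for *hox3a* and *lox5b* and 0.0405 for *hox3a* and *post2b* RNAi, and 0.0118 in the simulated groups. With separate controls, r was 0.56, 0.46, 0.53, 0.45 and 0.32 on average for the pairs just listed, in that order. The pair of *hox3b* and *lox5b* RNAi, with an r of 0.64, had a covariance of 0.0688 and a mean r of 0.49 with separate controls. Both means lie above those of *hox3a* and *hox3b* RNAi, but this does not rank the pairs. With separate controls r ran from 0.41 to 0.56 for *hox3b* and *lox5b* and from 0.41 to 0.53 for *hox3a* and *hox3b* RNAi. Covariance also grows with the size of the changes, and r with shared controls had the other order. A direct comparison leaves the controls out. Between *hox1* and *lox5b* RNAi, 832 genes were higher and 172 lower in *hox1* RNAi, and 589 and 303 after rescaling of the TPM. The *lox5b* effectors *sox5*, *samcp* and *znf816* were all higher in *hox1* RNAi than in *lox5b* RNAi, by 0.80 to 0.85 on the log2 scale, and the *hox1* effector *gm2a* was lower by a log2 difference of -0.91 (adjusted p = 4.03e-05, limma with Benjamini-Hochberg adjustment). These effectors were chosen by the paper from DEGs of the same libraries, so the direction of their differences is not independent evidence. Between *hox3a* and *hox3b* RNAi, 46 genes were higher and 29 lower in *hox3a* RNAi, and 59 and 12 after rescaling. This total of 75 genes was 38 without *hox3a* replicate 4, 40 without *hox3b* replicate 1 and 116 without *hox3a* replicate 1.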

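The effectors of *hox1*, the *hox3* genes and *lox5b* span a lipid-binding protein, a carbonic anhydrase and regulators of transcription. The *hox1* effector *gm2a* (SMESG000000730.1), a match to the ganglioside GM2 activator of lysosomes, is an abundant transcript. It had 441 ± 65.3 TPM in *hox1* RNAi and 1458 ± 187 TPM in control RNAi (SD, n = 4 each), a log2 fold change of -1.73 (standard error 0.13, adjusted p = 2.64e-09, limma with Benjamini-Hochberg adjustment). In *lox5b* RNAi *gm2a* also fell, under the 2-fold cutoff (log2 fold change -0.81, adjusted p = 2.63e-05, limma with Benjamini-Hochberg adjustment). After rescaling that fall was -0.66 (adjusted p = 0.000359, limma with Benjamini-Hochberg adjustment). *ca7* (SMESG000017171.1), a match to carbonic anhydrase VII, is assigned to both *hox3* genes. Its level was 3.83 ± 1.25 TPM in *hox3a* RNAi, 4.82 ± 0.823 TPM in *hox3b* RNAi and 8.08 ± 0.673 TPM in control RNAi (SD, n = 4 each). The log2 fold change was -1.03 in *hox3a* RNAi (standard error 0.18, adjusted p = 0.00122, limma with Benjamini-Hochberg adjustment) and -0.70 in *hox3b* RNAi (standard error 0.18, adjusted p = 0.0323, limma with Benjamini-Hochberg adjustment), and the difference between both groups did not pass the test (adjusted p = 0.341, limma with Benjamini-Hochberg adjustment). *ca7* was also lower in *lox5b* RNAi (log2 fold change -0.98, adjusted p = 0.000126, limma with Benjamini-Hochberg adjustment), where it was under the 2-fold cutoff and so not a DEG, and in *post2b* RNAi (-0.61, adjusted p = 0.0173, limma with Benjamini-Hochberg adjustment), where it did not pass after rescaling of the TPM (-0.46, adjusted p = 0.0669, limma with Benjamini-Hochberg adjustment). The call in *hox3b* RNAi was lost without any 1 of the 4 control libraries and without *hox3b* replicate 1, 3 or 4 (adjusted p from 0.0128 to 0.139 over 16 alternatives, limma with Benjamini-Hochberg adjustment). *dd25334* (SMESG000022810.1) fell in *hox3a* RNAi by a log2 fold change of -0.77 (standard error 0.18, adjusted p = 0.005, limma with Benjamini-Hochberg adjustment). For *gfm2* (SMESG000000046.1), a match to a mitochondrial elongation factor, the log2 fold change in *hox3a* RNAi was -0.87 (adjusted p = 0.0212, limma with Benjamini-Hochberg adjustment), and the call was lost after rescaling of the TPM, without control replicate 2 and without *hox3a* replicate 3 (adjusted p from 0.00876 to 0.0848 over 16 alternatives, limma with Benjamini-Hochberg adjustment). Another gene ID paired with *gfm2* did not fall in *hox3a* RNAi. In *lox5b* RNAi the log2 fold change was -0.77 for *dd25334* and -0.90 for *gfm2* (SMESG000000046.1), both under the 2-fold cutoff, so that neither was a DEG there. *ctbp2* (SMESG000031097.1), a match to a transcriptional co-repressor, had a log2 fold change of -0.60 in *hox3a* RNAi (adjusted p = 0.046, limma with Benjamini-Hochberg adjustment) with overlapping libraries. Its call was lost in 11 of 15 alternatives, among them rescaling and leaving out control replicate 1, 2 or 3 or *hox3a* replicate 1, 3 or 4 (adjusted p from 0.0231 to 0.159, limma with Benjamini-Hochberg adjustment). *tdg* (SMESG000013320.1), a match to a DNA repair glycosylase, lies near the floor at 0.248 ± 0.124 TPM in *hox3b* RNAi and 0.657 ± 0.188 TPM in control RNAi (SD, n = 4 each). Its log2 fold change of -0.63 did not pass over all genes (adjusted p = 0.0584, limma with Benjamini-Hochberg adjustment) and passed when adjusted over the list alone (adjusted p = 0.0388, limma with Benjamini-Hochberg adjustment). The paper chose the listed genes from DEGs of these libraries, so passing over the list is not independent evidence. Without control replicate 2 or without *hox3b* replicate 2 *tdg* passed over all genes (adjusted p from 0.0339 to 0.203 over 15 alternatives, limma with Benjamini-Hochberg adjustment). In *lox5b* RNAi, *samcp* (SMESG000058865.1) had 15.4 ± 3.55 TPM against 35.8 ± 3.43 TPM (SD, n = 4 each), a log2 fold change of -1.21 (standard error 0.17, adjusted p = 5.49e-06, limma with Benjamini-Hochberg adjustment). The transcription factor gene *sox5* (SMESG000050484.1) had a log2 fold change of -1.16 and the zinc finger gene *znf816* (SMESG000060422.1) one of -1.10. Without *lox5b* replicate 1, *sox5* was just under 2-fold. *znf816* was under 2-fold after rescaling (-0.97), with a pseudocount of 1, and without control replicate 1 or *lox5b* replicate 1 or 2, where its log2 fold change came to -0.91 at the least. *samcp* was also a DEG in *hox3a* RNAi (-0.63, adjusted p = 0.0106, limma with Benjamini-Hochberg adjustment) and in *post2b* RNAi (-0.69, adjusted p = 0.00514, limma with Benjamini-Hochberg adjustment). After rescaling both still passed but were under 1.5-fold (-0.48 and -0.53). *sox5* was a DEG in *hox3a* RNAi too (-0.61), but did not pass there after rescaling (adjusted p = 0.0708, limma with Benjamini-Hochberg adjustment).

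**Figure D3:**
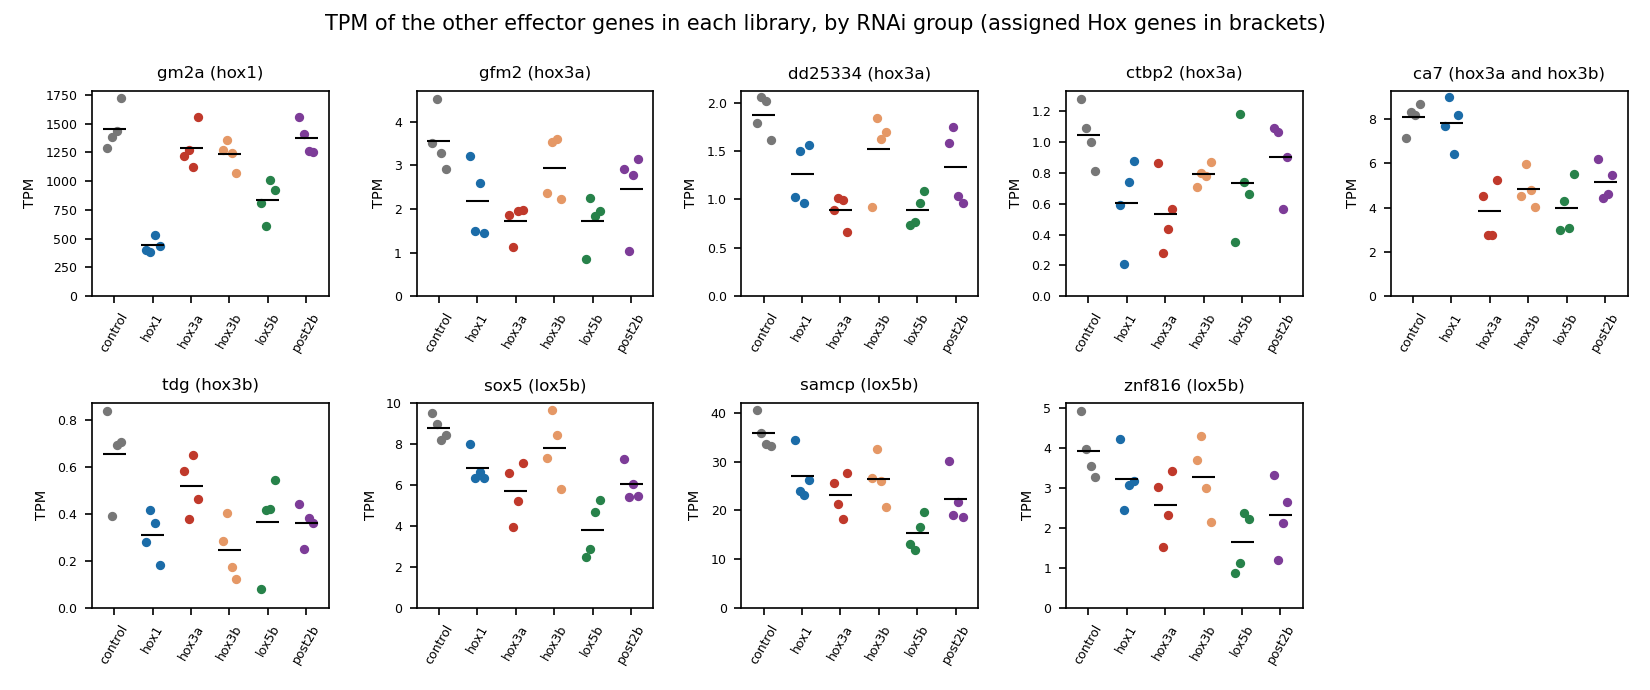
TPM of the 9 effectors of *hox1*, *hox3a*, *hox3b* and *lox5b* in each of the 24 libraries, by RNAi group, with 1 point per library and a line at the group mean. The *gm2a* libraries of *hox1* RNAi have a mean of 441 TPM and the control libraries 1458 TPM.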

The uncovered effector genes include putative mediators of *hox1*, *lox5b*, *hox3*, *hox3b*, *hox3a*, and *post2b* gene function in asexual reproduction (Supplementary Figs. 4c, 8c). 

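The Hox gene *post2a* (SMESG000054107.1) lost most of its transcript when *post2b* was silenced. It had 1.74 ± 0.741 TPM in *post2b* RNAi and 9.84 ± 0.889 TPM in control RNAi (SD, n = 4 each), with libraries from 0.995 to 2.55 TPM and from 9.1 to 11.1 TPM. The log2 fold change was -2.26 (standard error 0.18, adjusted p = 3.73e-09, limma with Benjamini-Hochberg adjustment). In the other Hox RNAi groups *post2a* did not pass the test, with log2 fold changes of -0.23 in *hox1*, 0.17 in *hox3a*, -0.09 in *hox3b* and -0.21 in *lox5b* RNAi and adjusted p values from 0.35 to 0.791 (limma with Benjamini-Hochberg adjustment). Compared directly, *post2a* was lower in *post2b* RNAi than in *hox3a* RNAi by a log2 difference of -2.43 (adjusted p = 8.61e-10, limma with Benjamini-Hochberg adjustment) and than in *hox3b* RNAi by -2.17 (adjusted p = 9.37e-09, limma with Benjamini-Hochberg adjustment). As an effector, *post2a* was chosen by the paper from DEGs of these libraries, so the direction of these differences is not independent evidence. The related gene *post1* (SMESG000003389.1) did not pass in *post2b* RNAi, with a log2 fold change of -0.25 (adjusted p = 0.606, limma with Benjamini-Hochberg adjustment). It fell in *lox5b* RNAi by a log2 fold change of -1.09 (standard error 0.33, adjusted p = 0.00827, limma with Benjamini-Hochberg adjustment) at a low level of 0.299 ± 0.217 TPM against 1.16 ± 0.176 TPM (SD, n = 4 each). This call was lost in 13 of 15 alternatives, among them rescaling and leaving out any 1 control library or *lox5b* replicate 1, 2 or 3 (adjusted p from 0.00317 to 0.0402, limma with Benjamini-Hochberg adjustment). In *hox1* RNAi its log2 fold change was -1.14 (adjusted p = 0.046, limma with Benjamini-Hochberg adjustment), a call lost in 12 of 15 alternatives, among them leaving out any 1 control library or *hox1* replicate 1, 3 or 4 (adjusted p from 0.0108 to 0.136, limma with Benjamini-Hochberg adjustment).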

Of note, we identified *post2a* as a downstream effector gene of *post2b*. Effects of *post2a* RNAi in our primary screen were marginal, but an extension of RNAi knockdown (8X vs. 17X RNAi feedings) increased phenotypic penetrance, substantially reducing fission progeny (Figs. 1b, 4c). Of the remaining effector genes, 20/23 have homology to human genes, indicating that planarian Hox genes regulate asexual reproduction by controlling conserved homologous genes rather than planarian-specific genes. Furthermore, identifying a Hox downstream effector gene homologous to *ncam2* is noteworthy as N-CAM was the first identified mammalian Hox gene target^35^. 

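The cell adhesion gene *ncam2* (SMESG000060956.1) is assigned to *post2b*, and its transcript was also lower in other Hox RNAi groups. It had 11.7 ± 2.59 TPM in *post2b* RNAi, 9.87 ± 2.52 TPM in *lox5b* RNAi and 20.2 ± 2.83 TPM in control RNAi (SD, n = 4 each). The log2 fold change was -0.77 in *post2b* RNAi (standard error 0.21, adjusted p = 0.00852, limma with Benjamini-Hochberg adjustment) and -1.02 in *lox5b* RNAi (standard error 0.21, adjusted p = 0.000285, limma with Benjamini-Hochberg adjustment). After rescaling of the TPM the fall in *lox5b* RNAi still passed but was under the 2-fold cutoff (-0.87, adjusted p = 0.000707, limma with Benjamini-Hochberg adjustment). In *hox3a* RNAi it was -0.69 (adjusted p = 0.0182, limma with Benjamini-Hochberg adjustment), with libraries that overlap those of control RNAi, and it did not pass after rescaling (log2 fold change -0.54, adjusted p = 0.0627, limma with Benjamini-Hochberg adjustment). In *hox1* RNAi (-0.48, adjusted p = 0.153, limma with Benjamini-Hochberg adjustment) and *hox3b* RNAi (-0.13, adjusted p = 0.75, limma with Benjamini-Hochberg adjustment) *ncam2* did not pass the test. Compared directly, *ncam2* did not differ past the test between *post2b* and *hox3a* RNAi (log2 difference -0.08, adjusted p = 0.885, limma with Benjamini-Hochberg adjustment). Between *post2b* and *hox3b* RNAi the log2 difference was -0.65, which did not pass over all genes (adjusted p = 0.0536, limma with Benjamini-Hochberg adjustment) and passed over the effector list alone (adjusted p = 0.00756, limma with Benjamini-Hochberg adjustment). The list was chosen by the paper from DEGs of these libraries, so the latter is not independent evidence.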

Analysis of the 1000 bp upstream regulatory region reveals the presence of conserved *Hox*-binding motifs (TTWATKA) in 22/24 effector genes, including *ncam2* (Supplementary Data File 2). These findings suggest that planarian asexual reproduction may be mediated by conserved Hox gene/target gene regulatory interactions and illustrate the potential of this experimental paradigm for resolving conserved mechanisms of Hox gene function.

### Expression and function of *post2b* effector genes

To gain insight into the mechanism of action by which Hox genes regulate asexual reproduction, we set out to determine the spatial and cellular context of Hox genes and their effectors. In situ hybridization analysis of Hox gene transcripts poses a significant challenge due to their low expression in planarian tissues^15^. We therefore utilized published scRNAseq expression data to resolve the cell populations in which Hox genes were co-expressed with their cognate downstream effectors^29^. This analysis identified overlapping expression for *post2b* and 11/15 of its downstream effectors (Supplementary Fig. 9a–e). *Post2b* is enriched in the single-cell clusters *smedwi*^+^ PP, non-ciliated neurons 0, parenchymal 6, 8, 10, 13, and epidermal 10 (Supplementary Fig. 9a–e). Consistent with this analysis, published WISH staining confirms *post2b* expression in a subset of *smedwi*^*+*^ cells, the CNS, and layers of parenchymal and epidermal cells along the lateral edge of the animal^15,18,36^. Amongst the 11 effector genes co-enriched with *post2b*, *rcn-1* was expressed in *smedwi*^+^ PP, and parenchymal-8/13 cell clusters (Fig. 4e, Supplementary Fig. 9a–e, Supplementary Data File 2). The remaining 10 effectors were co-enriched in the parenchymal and epidermal cell clusters: *syt-1* and *fer3l2* in parenchymal 8/13, *eve* in parenchymal 6/10, and *plg1*, *ifb, lmnAC*, *post2a*, *barHl2*, *dd13286*, and *dd20390* in epidermal 10 (Supplementary Fig. 9a–e, Supplementary Data File 2). WISH analysis delineated an inner layer of *rcn-1*^+^ *syt1*^+^ cells and an outer layer of *lmnAC*^+^ *and ifb*^+^ cells along the lateral edge of the animals that paralleled publish *post2b* expression patterns (Fig. 4e, Supplementary Fig. 9f). These scRNAseq and in situ analyses indicate that *post2b* and its respective downstream effector genes are co-expressed within specific planarian cell populations.

We next set out to determine whether *post2b* regulated the expression of these cognate downstream effectors within the identified cell populations. We used WISH to analyze gene expression in *post2b* RNAi-treated worms. Knockdown of *post2b*, but not *hox3*, eliminated lateral edge staining of *rcn-1*, *syt1*, *lmnA*C, and *ifb* (Fig. 4f). These results are consistent with previous reports that *post2b* regulates *ifb* expression in planarian lateral epidermal cells^18^. Notably, RNAi targeting of *post2b* did not affect *rcn-1* expression in parapharyngeal cells outside the domain of *post2b* expression^15^. Collectively, this expression analysis indicates that *post2b* maintains the expression of genes within lateral parenchymal and epidermal cell populations that are required for asexual reproduction.

To gain insight into the mechanism of action of these *post2b* effectors, we determined whether they were required for segmentation similar to *post2b*. Surprisingly, RNAi of tested *post2b* effectors did not phenocopy the loss of segmentation observed in *post2b* RNAi animals (Fig. 4g). We reasoned that these effectors were instead required for fission behavior. Knockdown of *rcn-1*, *plg1*, *syt1*, *ifb*, *lmnAC*, or *post2a* significantly reduced or eliminated fission attempts, largely phenocopying *post2b* RNAi (Fig. 4h, Supplementary Fig. 10, Fig. 3b–e, Supplementary Movies 11–17). RNAi phenotypes of most effectors were not as strong as that of *post2b*, suggesting that multiple effectors work in concert to give rise to the *post2b* phenotype. These findings indicate that *post2b*-mediated regulation of effector gene expression within these lateral parenchymal and epidermal cell populations is required for fission behavior.

### Role of *post2b* and effectors in the MAG

Our screening analysis identified multiple Hox gene effectors required for asexual reproduction (Fig. 4). ScRNAseq analysis and WISH staining indicate that the effectors required for fission are expressed within multiple cell populations in the adult animal^29^ (Fig. 4, Supplementary Fig. 9). These observations suggest that gene function within multiple tissues and cell types, in addition to the CNS, are required for asexual reproduction and even different aspects of fission behavior^1^. But, in the case of the identified *post2b* effectors, how are gene functions within lateral parenchymal and epidermal cells required for fission behavior initiation?

Cross-referencing scRNASeq data, in situ hybridization data, and published literature revealed that the lateral parenchymal and epidermal cell populations are *mag-1*^*+*^ viscid gland cells and *ifb*^*+*^ epithelial anchor cells of the marginal adhesive gland (MAG)^18,37^. Within this duo gland organ, conserved across platyhelminthes, the coordinate functions of adhesive gland cells (viscid gland cells), releasing cells, and anchor cells mediate transient adhesion to substrates^38,39^. Viscid gland cells within the parenchyme expel their adhesive secretions onto the animal’s surface via long cellular processes that cross the basal lamina and travel through epithelial anchor cells to outer pores surrounded by adhesive papilla^38,39^. In *Macrostomum lignano*, RNAi targeting of the anchor cell-specific intermediate filament gene *macif1* results in severe morphological alterations in anchor cells and an inability to adhere to substrates^39^. Assuming conservation of gene functions, RNAi targeting of the anchor cell-specific planarian intermediate filament gene *ifb* likely compromises the structure and function of the epithelial secretory pore. Furthermore, the *post2b* effector *syt1* is expressed in viscid gland cells and is homologous to *synaptotagmin*, a calcium sensor for regulated exocytosis^40^. Additionally, the *post2b* effect *rcn-1*, also expressed in viscid gland cells, is homologous to *reticulocalbin*, a calcium-binding protein of the secretory pathway^41^. Based on the functions of these homologous genes, we predict that RNAi targeting of *rcn-1* and *syt1* likely compromises calcium-regulated exocytosis of adhesive secretions from the viscid gland. Notably, RNAi targeting *post2b* or downstream effectors expressed within the marginal adhesive organ (*rcn-1*, *plg1*, *syt1*, *ifb*, *lmnAC*, and *post2a*) results in animals constantly drifting across substrates while adopting a resting position (Supplementary Movies 7, 12–17). This phenotype is consistent with a defect in substrate adherence and inability to stop cilia-driven locomotion and remain stationary. Given that fission behavior begins with the anchoring of the worm’s posterior end to a substrate and requires functional effectors specifically expressed within the MAG, we conclude that control of MAG constitutes a key facet of planarian asexual reproduction.

To investigate the function of *post2b* in the MAG, we used electron microscopy to characterize the cellular structure of the viscid gland and adhesive cells in *post2b* RNAi animals. Scanning electron micrographs (SEM) of an amputated planarian tail region revealed a distinct mucus stripe along the lateral edge epithelial surface, corresponding to the adhesive secretions of the MAG (Fig. 4i, Supplementary Fig. 11a). Knockdown of *post2b* eliminated or vastly reduced this stripe of mucosal secretions. Notably, the exposed lateral edge epithelial surface of *post2b* RNAi animals had expected complements of cilia and microvilli but lacked detectable adhesive papillae. Analysis of transverse sections in control animals resolved parenchymal viscid gland cells extending processes that crossed the basal lamina to connect to adhesive papillae-covered pores on the epithelial anchor cell surface (Fig. 4j, Supplementary Fig. 11b). Consistent with our exterior SEM analysis, *post2b* RNAi animals lacked a distinct anchor cell region in the lateral margin epithelium and displayed a reduced number of viscid gland cell extensions crossing the basal lamina and terminating at the epithelial surface. Of the few viscid gland cells detected, all lacked adhesive papillae around the pore termini. Altogether, our findings indicate that *post2b* functions in the MAG are required for initiation of planarian fission behavior.

## Discussion

Our study identifies roles for planarian Hox genes as mediators of adult tissue segmentation and fission behavior in addition to providing evidence that Hox genes function in asexual reproduction. In combination with prior work, our current findings indicate complementary roles for Hox and Wnt/TGF-β genes during planarian asexual reproduction^1^. The coordinate roles of *hox1*, *lox5b*, *hox3a*, *hox3b*, and *post2b* regulate segmentation for progeny tissue allocation, adhesion for posterior anchoring to substrates, and the execution of transverse fission behavior to ultimately separate tissue fragments that will regenerate into clonal progeny (Fig. 4k). In parallel, Wnt/TGF-β activity coordinates growth with size-dependent patterning of fission-modulatory mechanosensory neurons^1^. Given the preponderance of evidence for the interplay of Hox genes with the Wnt and TGF-β pathways^19,24–27^, it would be of interest to further investigate the extent of their interdependence in the regulation of asexual reproduction. Our study also elucidates Hox gene-mediated segmentation within historically designated unsegmented flatworms^42^. In combination with the discovery of Hox-mediated segmentation in the basal metazoan *Nematostella vectensis*, these findings support ancient roles for Hox genes in the regulation of body segmentation in addition to their well-established roles in segmental patterning^43^. Finally, we identify roles for Hox genes in multiple aspects of asexual reproductive behavior, building upon the known roles for Hox genes in developing nervous systems and functions linked with specific animal behaviors^6–8,44^. From cnidarians to deuterostomes, Hox genes play conserved roles in the regulation of axial patterning^4,43^. Notably, asexual reproduction, via budding or fission, is also distributed throughout these groups and phyla^45^. We speculate that the regulation of asexual reproduction and/or key genes underlying the neural circuitry or specific cell types utilized in this process represent ancestral and potentially conserved functions for Hox genes.

## Methods

### Animal husbandry

Clonal CIW4 strain *S. mediterranea* were maintained in 1× Montjuic salts according to standard husbandry protocols^1^. CIW4 animals were sourced from a large recirculation culture and placed directly into a unidirectional flow system culture for RNAi feeding experiments^1,46^. The planarian recirculation culture system is composed of three culture trays (96′*L* × 24′*W* × 12′*H*) stacked vertically on top of each other over a sump. Planarian water flows from the sump pump through a chiller, canister filter, and a UV sterilizer into the top tray. Water subsequently flows down drains at the opposite ends of the source through the series of three trays. Water then re-enters the sump where it is filtered through two vertically stacked 400 and 200 μm sieves. Beyond the sieves, water is gravity fed and mechanically filtered through a set of filter/floss pads. Finally, water passes through Water Garden Oasis Pond Matrix and Kaldness media to remove nitrogenous waste. Water is then able to flow back through the chiller, canister filter, and UV sterilizer back into the top tray. For the unidirectional flow system, planaria were cultured in disposable plastic cups lined with a pocket of 150 μm nylon mesh (Saatitech, Italy). Cups were perforated with holes at the desired planaria water level for outflow to complete the flow vessel. These flow vessels were placed in an enclosed container on a perforated tray suspended above a collection basin and centralized waste drain. Planarian water was pumped through spigots directly above the flow vessels. The system actively pumped 2 vessel exchanges of water every 12 h. After RNAi feedings uneaten food was removed.

### Gene cloning and RNAi feeding protocol

Gene cloning was performed as previously described but with the following distinctions^1^. Primer3 version 4.1.0 (https://primer3.ut.ee/) was used to design primer pairs targeting genes of interest, using the Sánchez Alvarado lab transcriptome as a reference. 5′ overhangs were added to ends of both forward and reverse primers to enable downstream Gibson Assembly. Amplified products were designed to be 400–600 base pairs in length. PCR was performed using cDNA as a template. Products were inserted into a modified version of the pPR-T4P vector and transformed directly into *Escherichia coli* strain HT115. Final cloning products were verified by sequencing. A list of all accession numbers and primer sequences for all the Hox genes and effector genes in this study are available in Supplementary Data File 3. Preparation of dsRNA and RNAi feedings were performed as previously described with the following distinctions^1^. Purified dsRNA food was prepared by mixing 1 volume of dsRNA at 400 ng/ml with 1 volume of beef liver paste. Bacterial RNAi food was prepared by mixing 8 ml of pelleted bacteria with 120 μl of beef liver. Food was administered every 3 days. Animals were fed from a starting size of <4 mm to a final size of >10 mm. To achieve this, worms were either fed 7–9 times with purified dsRNA food or 16–19 times with bacterial RNAi food as indicated. Control animals were fed RNAi food targeting *unc-22*.

### Fission assay

For fission induction, animals were removed from recirculation or unidirectional flow system, rinsed 10 times with planarian water, and individually placed into wells of a six-well tissue culture plate. The number of fission fragments was scored every 1–2 days. For data analysis, the number of daily cumulative fissions was directly plotted or normalized to the average of the control RNAi fissions where indicated. Fission number was converted to a heat color code for visualization.

### Fission segmentation compression assay

Fission segmentation was revealed by compression of worms between a glass coverslip and plastic tissue culture dish. Animals were inverted with their ventral side up, compressed using four fingertips, then imaged. To ensure that all compression/fission planes were revealed for every animal, images were acquired sequentially using a Leica M205 microscope as each fission plane was revealed by mechanical compression.

### Microscopy

Images of live worms and fixed colorimetric in situ samples were acquired using a Leica M205 microscope. Fission fragment area was calculated using Adobe Photoshop. Multicolor fluorescent in situ hybridization (FISH) single confocal images were acquired using a Nikon CSU-W1 inverted spinning disk confocal microscope. Fiji plugins were used to stitch tiles for whole planarian images. Following image acquisition, brightness and contrast were adjusted, and the images were rotated and cropped for data presentation.

### Live imaging of fission behavior

For all data sets, worms were plated in six-well dishes and imaged in one of two ways. For time-lapse A (Supplementary Figs. 5, 6, Supplementary Movies 1–5), worms were imaged from above with a single 4k webcam (Logitech Brio). Four inverted LED ring lights (AmScope) mounted above the camera were used for illumination. Images were acquired using an in-house written Python script described previously^1^. In time-lapses B and C (Figs. 3 and 4, Supplementary Fig. 7, 10, Supplementary Movies 6–17), images were acquired with a configuration wherein the camera was mounted below a large (2 ft × 2 ft) plexiglass panel that was topped with large white plexiglass panels. The same four LED lights were placed at the bottom of the set-up next to the camera. In this format, a webcam (Logitech c920) was used to acquire images. The time-lapse was acquired using micro-manager version 1.4.22 (https://micro-manager.org/) and the opencvgrabber framework. In both cases, the camera gain, exposure, and autofocus were controlled using the Logitech Webcam Controller software (https://download01.logi.com/web/ftp/pub/video/lws/lws280.exe).

Videos of individual animals were analyzed, manually annotated, and example frames were extracted using Image J^1^. Fission attempt initiation was scored at the frame in which a rapid stationary elongation occurred following a period of contraction and immobility. Termination of fission attempt was scored at the frame in which the animal ruptured and released a fragment (successful), or the animal returned to its original pre-elongation state (unsuccessful). Fission events were divided into phase I (initial elongation accompanied by body contortions) and phase II (second elongation accompanied by thinning and/or rupture). Data were visualized with timelines plotted using Graphpad Prism version 9.2.0. Worms that crawled out the well and desiccated during the experiment were not considered for further analysis.

Peristaltic activity of *hox3b* and *hox3a* + *hox3b* RNAi-treated worms was captured using a Leica M205 microscope (acquired at 10 frames per second, Supplementary Movies 9,10).

### RNAseq analysis

Control or Hox gene RNAi animals (7× purified dsRNA feedings) were starved for 5 days and snap-frozen for RNA collection (4 replicate samples with three animals each). RNA was extracted using Trizol Reagent, purified and Dnase treated (Qiagen RNeasy Mini Kit Cat. No. 74104)^46^. Libraries were prepared according to the manufacturer’s instructions using the TruSeq Stranded mRNA Prep Kit (Illumina). The resulting libraries were purified using the Agencourt AMPure XP system (Beckman Coulter) then quantified using a Bioanalyzer (Agilent Technologies) and a Qubit fluorometer (Life Technologies). Libraries were re-quantified, normalized, pooled and sequenced on an Illumina NextSeq 500 instrument as High Output 75 bp single read runs using NextSeq Control Software version 2.2.0.4. Following sequencing, Illumina NextSeq Real-Time Analysis version 2.4.11 and bcl2fastq2 version 2.20 were run to demultiplex reads and generate FASTQ files. These FASTQ files were then aligned to the smed_dd_g4 genome using STAR and parameters: --outFilterMultimapNmax 2 --alignIntronMax 5000 --quantMode GeneCounts, along with the Smes_hv_v1 gene models from the Max Plank Institute, obtained via Planmine, to generate read counts to genes^47^. Differentially expressed genes were determined using the edgeR library in R^48^. *p*-Values were adjusted for multiple hypothesis testing by the method of Benjamini and Hochberg^49^. Cutoff for significant differential gene expression for *hox1*, *hox3a*, *hox3b*, and *post2b* RNAi versus control RNAi was a fold change of 1.5 and an adjusted *p*-value < 0.5. 

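The number of genes past a cutoff depends on the adjusted p that is set beside the fold change. At an adjusted p under 0.5, as printed, and a fold change of 1.5, limma on the deposited TPM gives 599 genes in *hox1* RNAi (85 rose and 514 fell), 929 in *hox3a*, 519 in *hox3b* (128 rose and 391 fell) and 967 in *post2b* RNAi. For *lox5b* RNAi it gives 683 genes at a fold change of 2 and an adjusted p under 0.1. The union over all 5 groups is then 2021 genes. In the part of Supplementary Data 1 used here, the highest adjusted p that the paper reports for a gene marked as a DEG is 0.0442 in *hox1*, 0.0394 in *hox3a*, 0.0438 in *hox3b*, 0.00904 in *lox5b* and 0.0222 in *post2b* RNAi (paper's values). An adjusted p under 0.05, and under 0.01 for *lox5b* RNAi, was therefore used to define DEGs.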

Cutoff for significant differential gene expression for *lox5b* RNAi versus control RNAi was a fold change of 2 and an adjusted *p*-value < 0.1.

### Planarian Hox gene, transcript, and protein sequence analysis

Planarian Hox gene mRNA and amino acid sequences were obtained from Planosphere (https://planosphere.stowers.org/find/genes). The genomic contig location of planarian Hox genes was determined using PlanMine version 3.0 (http://planmine.mpi-cbg.de/planmine/blast.do). Homeodomains of planarian Hox genes were annotated using Pfam 33.1 (https://pfam.xfam.org/)^50^. Homeodomain sequences were aligned via Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/).

### Planarian Hox gene expression

Expression of Hox genes during regeneration and development was obtained from Zeng et al. (2018) and Davies et al. (2017), respectively^21,22^. Single-cell data and t-SNE plots were obtained from a planarian cell transcriptome atlas (https://digiworm.wi.mit.edu/)^29^.

### Data visualization and statistical tests

Heatmaps were generated using Microsoft Excel (version 16.49) and Multiple Experiment Viewer (MeV version 4.8.1). Graphs were generated using GraphPad Prism (version 9.2.0). Illustrations were made using Adobe Illustrator 2020 (version 24.1.3). Images were prepared for figures using ImageJ (version 2.1.0), and Adobe Photoshop 2020 (version 21.1.3). For pair-wise comparisons, significance was calculated using an unpaired *t*-test with Welch’s correction using GraphPad Prism (version 9.1.0).

### Whole-mount in situ hybridization

Colorimetric WISH hybridization was performed as follows^46^. Mucus was removed with 7.5% NAC in PBS for 8 min. Worms were fixed in 4% PFA 0.3% Triton X for 30 min and washed twice with 1× PBS 0.3% Triton-X (PBSTx). Worms were washed twice with PBSTx 0.3%, and then dehydrated with a 50% MeOH:50% PBSTx 0.3% solution, and washed and stored in 100% MeOH O/N at −20 °C. In preparation for sample bleaching, worms were rehydrated with a 50% MeOH:50% PBStX 0.3% wash, washed twice with PBSTx 0.3%, and washed once in 1× SSC. For bleaching, worms were incubated in a 1.2% H_2_O_2_, 5% Formamide, 0.5× SCC solution for 3 h over a light box. Worms were washed once with 1× SSC and twice with 1× PBS 0.3% Tween-20 (PBSTw 0.3%). Worms were permeabilized for 20 min with a 1× PBS 0.1% SDS solution containing 1–2 μg/ml Proteinase K (in accordance with worm size). Worms were post-fixed in 4% PFA 0.3% Tw for 10 min and washed twice with PBSTw 0.3%. Worms were prepared for hybridization with a 10 min 50% solution wash and subsequent 2 h 56 °C incubation with a prehybridization solution containing 50% Formamide, 1× Denhardts solution, 100 μg/ml Heparin, 1% Tween-20, 50 mM DTT, and 1 mg/ml Sigma Torula Yeast RNA in 5× SSC. DIG-labeled probes were denatured 5 min at 70 °C, and incubated O/N at 56 °C in a hybe solution identical to prehybe solution but with Deionized Formamide in place of Formamide, Calbiochem Yeast RNA 0.25 mg/ml in place of Sigma Torula Yeast RNA, and an addition of 5% Dextran Sulfate.

The next day non-specific probe binding was washed out at 56 °C. The samples were washed twice for 30 min in a Wash Hybe solution containing 50% Formamide, 0.5% Tween-20, and 1% Denhardts in 5× SSC. Worms were then washed twice in 50% Wash Hybe:50% 2× SSC 0.1% Tw for 30 min, thrice with 2× SSC 0.1% Tw for 20 min, and thrice with 0.2× SSC 0.1% Tw for 20 min. The samples were returned to room temperature and washed twice with 1× MAB 0.1–0.3% Tw (MABTw) pH 7.5. The samples were blocked for 2 h in a solution of 1× MABTw containing 10% Horse Serum and 0.5% Roche Western Blocking Reagent (RWBR) and stained with anti-DIG and/or anti-DNP Fab fragment conjugated to alkaline phosphatase at a 1:1000 dilution O/N at 4 °C. Non-specific binding was removed with washing six times with MABTw for 2–3 h and then processed for colorimetric development. Worms were incubated for 15 min in solutions of 0.1 M Tris pH 9.5, 0.1 M NaCl, 0.05 M MgCl_2_, 0.1% Tween containing 0%, 50%, and then 80% PVA. The final solution of 80% PVA was supplemented with 1:188 BCIP or 1:94 NBT and worms monitored for color development. The reaction was stopped by rinsing 1–2 times in PBS, fixed in 4% PFA 0.3% Tx for 45 min, and washed three times with PBSTx 0.3%. The samples were then washed with 100% EtOH for 20 min and then with 50% EtOH:50% PBS for 5 min. The samples were the rehydrated with 1× PBS washes and mounted in 80% glycerol.

Double FISH was performed for colocalization analysis of Hox effector genes in whole asexual planarian *S. mediterranea*^51,52^. To kill and remove mucus, animals were placed in 5% N-Acetyl Cysteine (NAC, Sigma) in 1× PBS solutions at room temperature with gentle shaking by hand for 5 min. To fix, animals were placed in 4% paraformaldehyde (PFA, Sigma) in 1× PBSTx 0.5% Triton-x at room temperature for 30 min. The reduction solutions step was skipped to preserve the fragile epidermis of the animals. Animals were bleached with 5% non-deionized formamide, 1.2% H_2_O_2_ in 0.5× SSC for 2 h under direct light. Proteinase K treatment (2 μg/ml Proteinase-K, Invitrogen, 0.1% SDS in 1× PBSTx) was performed for 10 min at room temperature, followed by a post-fixation (4% PFA) for 10 min at room temperature. Samples were simultaneously incubated with two riboprobes overnight at 56 °C. Following hybridization, DIG-probes were detected with antibodies (Roche anti-DIG-POD 1:1000) in MABT containing 5% horse serum and 0.5% RWBR. DIG-probes were developed with rhodamine tyramide (1:5000) in Borate Buffer for 45 min. For multicolor FISH, peroxidase activity was killed with 200 mM sodium azide in PBSTw (0.3% Tween). FITC-probes were detected with antibodies (Jackson ImmunoResearch anti-FITC-POD 1:3000) in MABT containing 5% horse serum and 1% RWBR. FITC-probes were developed in FAM tyramide (1:5000) in Borate Buffer for 45 min. DNA was stained with DAPI overnight in MABT. Lastly, FISH animals were cleared overnight in a modified ScaleA2 solution (20% glycerol, 2.5% DABCO, 4 M urea) prior to mounting and imaging.

### Electron microscopy

For exterior SEM amputated tail fragments were fixed in relaxant/fixative as previously decribed^53^, but modified to 3.4% paraformaldehyde, followed by overnight fixation in cold fixative containing 2.5% glutaraldehyde and 2% paraformaldehyde in 50 mM cacodylate buffer (pH 7.35) at 4 °C on a nutator. After waiting 24 h, samples were processed with a TOTO protocol^54^, then critical point dried with a Samidri-795 (Tousimis). Tail fragments were mounted on a stub and sputter coated with 4 nm, Gold Palladium with a Leica EM ACE600. Low magnification exterior SEM images were taken on a TM4000Plus (Hitachi) at 15 kV. Higher magnification exterior SEM images and internal SEM images were acquired on a Zeiss Merlin SEM in analytical mode with a Thermo Fisher Scientific/FEI Tecnai G2 Spirit BioTWIN with Gatan UltraScan 1000 CCD camera. High magnification exterior SEM was acquired with the SE2 detector (3 kV, 100 pA). For STEM imaging, animals were processed as previously described^36^ and were dehydrated and infiltrated using Hard Plus resin (EMS). Sections (500–100 nm) were cut on a Leica EM UC7 ultramicrotome, transferred to a glass slide and post-stained with Sato’s lead and 0.5% uranyl acetate and images with a BSD at 7 kV, 1.2 nA. Both gross brightness and contrast and local contrast were adjusted using CLAHE (blocksize:127, bins: 256, slope:1.5) in Fiji^55^.

### Summary of data presentation and statistics

All data points derived from distinct single measurements of individual biological replicates except for plots of the size of fission fragments or duration of fission attempts wherein multiple distinct data points (not technical replicates) are derived from each biological replicate. *p*-Values calculated with Welch’s *t*-test were unpaired, assumed a Gaussian distribution, and did not assume equal standard deviations. Data points were omitted under the following conditions: animal compressions failed due to technical error, animals crawled out of wells and desiccated on lids during the fissioning experiment, and animals recently fissioned prior to recording of animal body length. Details of all statistical analyses performed in Supplementary Data File 4.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Supplementary Movie 12

Supplementary Movie 13

Supplementary Movie 14

Supplementary Movie 15

Supplementary Movie 16

Supplementary Movie 17

Reporting Summary

## Data Availability

The original data generated in this study have been deposited in the Stowers Original Data Repository under accession code LIBPB-1567. The Hox RNAi RNAseq data generated from this study has been deposited in NCBI GEO with accession number: GSE159876. The fission progeny scoring data, compression and fission segment scoring data, fission progeny area calculations, fission behavior scoring data, and animal length measurements generated in this study are provided in the Source Data File. The RNAseq data for Supplementary Figs. 2 and 3 used in this study are available in the NCBI GEO database under accession codes GSE82280 and GSE107874. The scRNAseq data used to generate t-SNE plots used in this study is available at https://digiworm.wi.mit.edu/ and NCBI GEO: GSE111764 Source data are provided with this paper.

## Source data

Source Data

## Code availabilty

The fission behavior timelapses were acquired using micro-manager version 1.4.22 (https://micro-manager.org/) and the opencvgrabber framework. In both cases, the camera gain, exposure, and autofocus were controlled using the Logitech Webcam Controller software (https://download01.logi.com/web/ftp/pub/video/lws/lws280.exe). Source data are provided with this paper.

## References

[1] Arnold CP, Benham-Pyle BW, Lange JJ, Wood CJ, Sánchez Alvarado A (2019). Wnt and TGFβ coordinate growth and patterning to regulate size-dependent behavior. Nature.

[2] Malinowski PT (2017). Mechanics dictate where and how freshwater planarians fission. Proc. Natl Acad. Sci. USA.

[3] Thommen A (2019). Body size-dependent energy storage causes Kleiber’s law scaling of the metabolic rate in planarians. Elife..

[4] Gaunt SJ (2018). Hox cluster genes and collinearities throughout the tree of animal life. Int. J. Dev. Biol..

[5] Arendt D (2018). Hox genes and body segmentation. Science.

[6] Reilly MB, Cros C, Varol E, Yemini E, Hobert O (2020). Unique homeobox codes delineate all the neuron classes of *C. elegans*. Nature.

[7] Philippidou P, Dasen JS (2013). Hox genes: choreographers in neural development, architects of circuit organization. Neuron.

[8] Alexander T, Nolte C, Krumlauf R (2009). Hox genes and segmentation of the hindbrain and axial skeleton. Annu. Rev. Cell Dev. Biol..

[9] Petersen CP, Reddien PW (2009). Wnt signaling and the polarity of the primary body axis. Cell.

[10] Stuckemann T (2017). Antagonistic self-organizing patterning systems control maintenance and regeneration of the anteroposterior axis in Planarians. Dev. Cell.

[11] Garcia-Fernandez J, Baguna J, Salo E (1991). Planarian homeobox genes: cloning, sequence analysis, and expression. Proc. Natl Acad. Sci. USA.

[12] Balavoine G, Telford MJ (1995). Identification of planarian homeobox sequences indicates the antiquity of most Hox/homeotic gene subclasses. Proc. Natl Acad. Sci. USA.

[13] Bayascas JR, Castillo E, Munoz-Marmol AM, Salo E (1997). Planarian Hox genes: novel patterns of expression during regeneration. Development.

[14] Orii H (1999). The planarian HOM/HOX homeobox genes (Plox) expressed along the anteroposterior axis. Dev. Biol..

[15] Currie KW (2016). HOX gene complement and expression in the planarian *Schmidtea mediterranea*. Evodevo.

[16] Sanchez Alvarado A, Newmark PA (1999). Double-stranded RNA specifically disrupts gene expression during planarian regeneration. Proc. Natl Acad. Sci. USA.

[17] Scimone ML, Cote LE, Rogers T, Reddien PW (2016). Two FGFRL-Wnt circuits organize the planarian anteroposterior axis. Elife..

[18] Wurtzel O, Oderberg IM, Reddien PW (2017). Planarian epidermal stem cells respond to positional cues to promote cell-type diversity. Dev. Cell.

[19] Tewari AG, Owen JH, Petersen CP, Wagner DE, Reddien PW (2019). A small set of conserved genes, including sp5 and Hox, are activated by Wnt signaling in the posterior of planarians and acoels. PLoS Genet..

[20] Gaunt SJ (2015). The significance of Hox gene collinearity. Int. J. Dev. Biol..

[21] Zeng A (2018). Prospectively isolated Tetraspanin(+) neoblasts are adult pluripotent stem cells underlying planaria regeneration. Cell.

[22] Davies EL (2017). Embryonic origin of adult stem cells required for tissue homeostasis and regeneration. Elife..

[23] Ross KG (2018). SoxB1 activity regulates sensory neuron regeneration, maintenance, and function in Planarians. Dev. Cell.

[24] Ryan JF, Baxevanis AD (2007). Hox, Wnt, and the evolution of the primary body axis: insights from the early-divergent phyla. Biol. Direct.

[25] Guder C (2006). The Wnt code: cnidarians signal the way. Oncogene.

[26] Walsh CM, Carroll SB (2007). Collaboration between Smads and a Hox protein in target gene repression. Development.

[27] Genikhovich G (2015). Axis patterning by BMPs: Cnidarian network reveals evolutionary constraints. Cell Rep..

[28] Reuter H (2015). Beta-catenin-dependent control of positional information along the AP body axis in planarians involves a teashirt family member. Cell Rep..

[29] Fincher CT, Wurtzel O, de Hoog T, Kravarik KM, Reddien PW (2018). Cell type transcriptome atlas for the planarian *Schmidtea mediterranea*. Science.

[30] Hill EM, Petersen CP (2015). Wnt/Notum spatial feedback inhibition controls neoblast differentiation to regulate reversible growth of the planarian brain. Development.

[31] Gurley KA, Rink JC, Sanchez Alvarado A (2008). Beta-catenin defines head versus tail identity during planarian regeneration and homeostasis. Science.

[32] Petersen CP, Reddien PW (2008). Smed-betacatenin-1 is required for anteroposterior blastema polarity in planarian regeneration. Science.

[33] Owen JH, Wagner DE, Chen CC, Petersen CP, Reddien PW (2015). teashirt is required for head-versus-tail regeneration polarity in planarians. Development.

[34] Svingen T, Tonissen KF (2006). Hox transcription factors and their elusive mammalian gene targets. Heredity.

[35] Jones FS, Prediger EA, Bittner DA, De Robertis EM, Edelman GM (1992). Cell adhesion molecules as targets for Hox genes: neural cell adhesion molecule promoter activity is modulated by cotransfection with Hox-2.5 and -2.4. Proc. Natl Acad. Sci. USA.

[36] Cheng LC (2018). Cellular, ultrastructural and molecular analyses of epidermal cell development in the planarian *Schmidtea mediterranea*. Dev. Biol..

[37] Zayas RM, Cebria F, Guo T, Feng J, Newmark PA (2010). The use of lectins as markers for differentiated secretory cells in planarians. Dev. Dyn..

[38] Pedersen KJ (1963). Slime-secreting cells of planarians. Ann. N. Y. Acad. Sci..

[39] Lengerer B (2014). Biological adhesion of the flatworm *Macrostomum lignano* relies on a duo-gland system and is mediated by a cell type-specific intermediate filament protein. Front. Zool..

[40] Bello OD (2018). Synaptotagmin oligomerization is essential for calcium control of regulated exocytosis. Proc. Natl Acad. Sci. USA.

[41] Honore B (2009). The rapidly expanding CREC protein family: members, localization, function, and role in disease. Bioessays.

[42] Hyman, L. H. *The Invertebrates: Platyhelminthes and Rhynchocoela* (McGraw-Hill Book Company, 1940).

[43] He S (2018). An axial Hox code controls tissue segmentation and body patterning in *Nematostella vectensis*. Science.

[44] Chen SK (2010). Hematopoietic origin of pathological grooming in Hoxb8 mutant mice. Cell.

[45] Sköld, H. N., Obst, M., Sköld, M. & Åkesson, B. *Stem Cells in Asexual Reproduction of Marine Invertebrates*. *Stem Cells in Marine Organisms* 105–137 (Springer, 2009).

[46] Arnold CP (2016). Pathogenic shifts in endogenous microbiota impede tissue regeneration via distinct activation of TAK1/MKK/p38. Elife..

[47] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[48] Robinson MD, McCarthy DJ, Smyth G (2010). K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[49] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc.: Ser. B.

[50] El-Gebali S (2019). The Pfam protein families database in 2019. Nucleic Acids Res..

[51] King RS, Newmark PA (2013). In situ hybridization protocol for enhanced detection of gene expression in the planarian *Schmidtea mediterranea*. BMC Dev. Biol..

[52] Pearson BJ (2009). Formaldehyde-based whole-mount in situ hybridization method for planarians. Dev. Dyn..

[53] Dawar BL (1973). A combined relaxing agent and fixative for triclads (planarians). Stain Technol..

[54] Davies S, Forge A (1987). Preparation of the mammalian organ of Corti for scanning electron microscopy. J. Microsc..

[55] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

# Supplementary material for: Hox genes regulate asexual reproductive behavior and tissue segmentation in adult animals
**Source:** Nat Commun. 2021 Nov 18;12:6706. doi: 10.1038/s41467-021-26986-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

**Hox genes regulate asexual reproductive behavior and tissue segmentation in
adult animals**

Authors: Christopher P. Arnold¹, Analí Migueles Lozano², Frederick G. Mann, Jr.¹,
Stephanie H. Nowotarski¹, Julianna O. Haug¹, Jeffrey J. Lange¹, Chris W. Seidel¹,
Alejandro Sánchez Alvarado^{1,3, *}

This PDF file includes:

Supplementary Figures 1-11

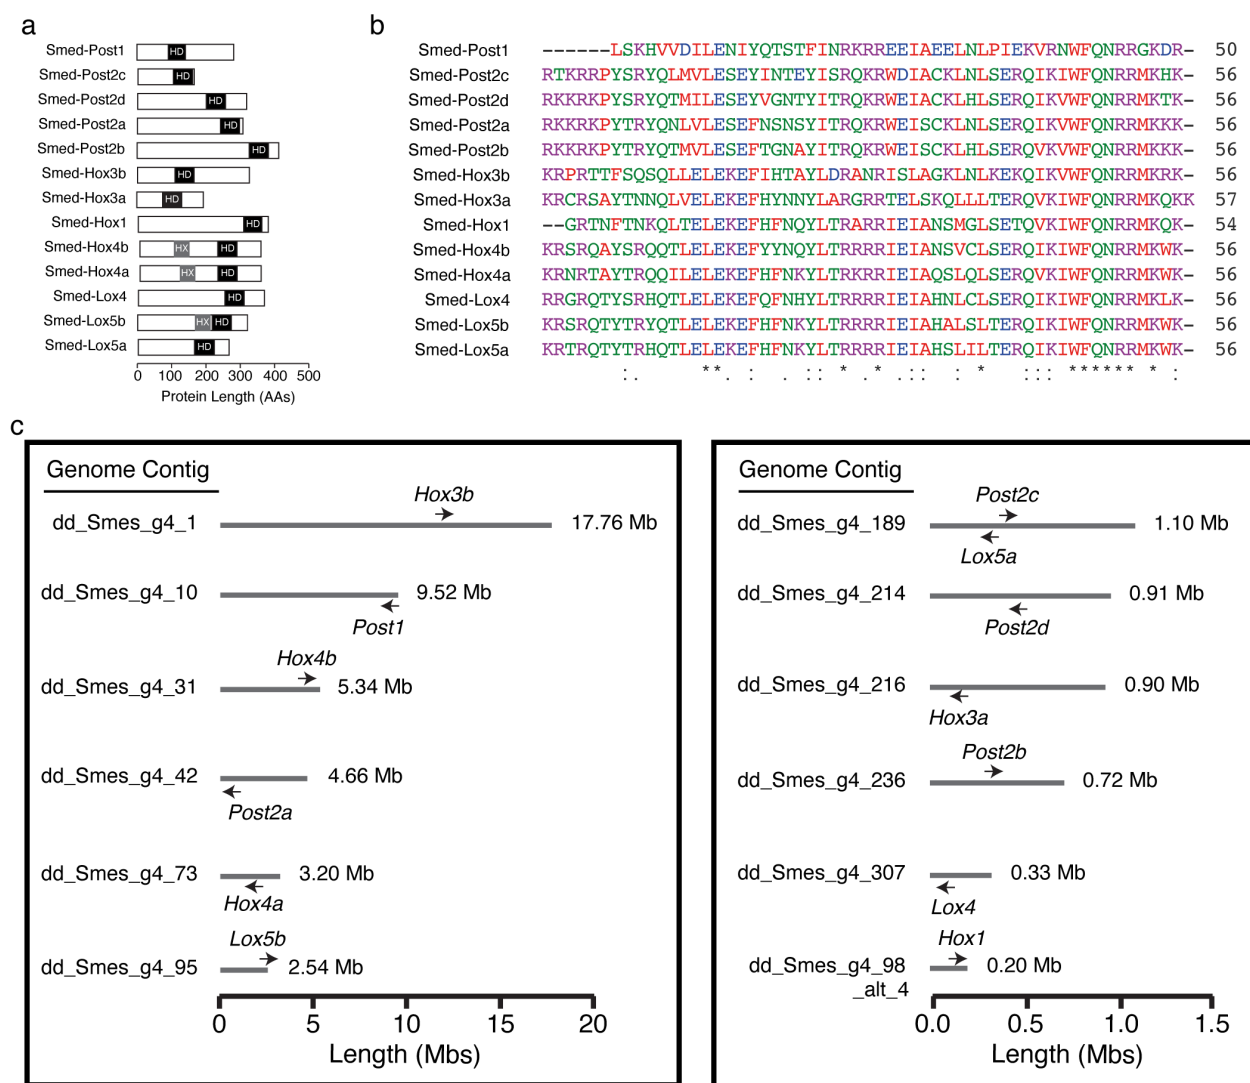

Supplementary Figure 1. Hox genes of the planaria *Schmidtea mediterranea*.

a Relative size, hexapeptide motif (HX) location, and conserved homeodomain location (HD) of the 13 planarian Hox family proteins of *Schmidtea mediterranea*. **b** Sequence alignment of the homeodomains of the 13 planarian Hox family proteins. **c** Diagram of the genomic distribution, location, and directionality of the 13 planarian Hox family genes.

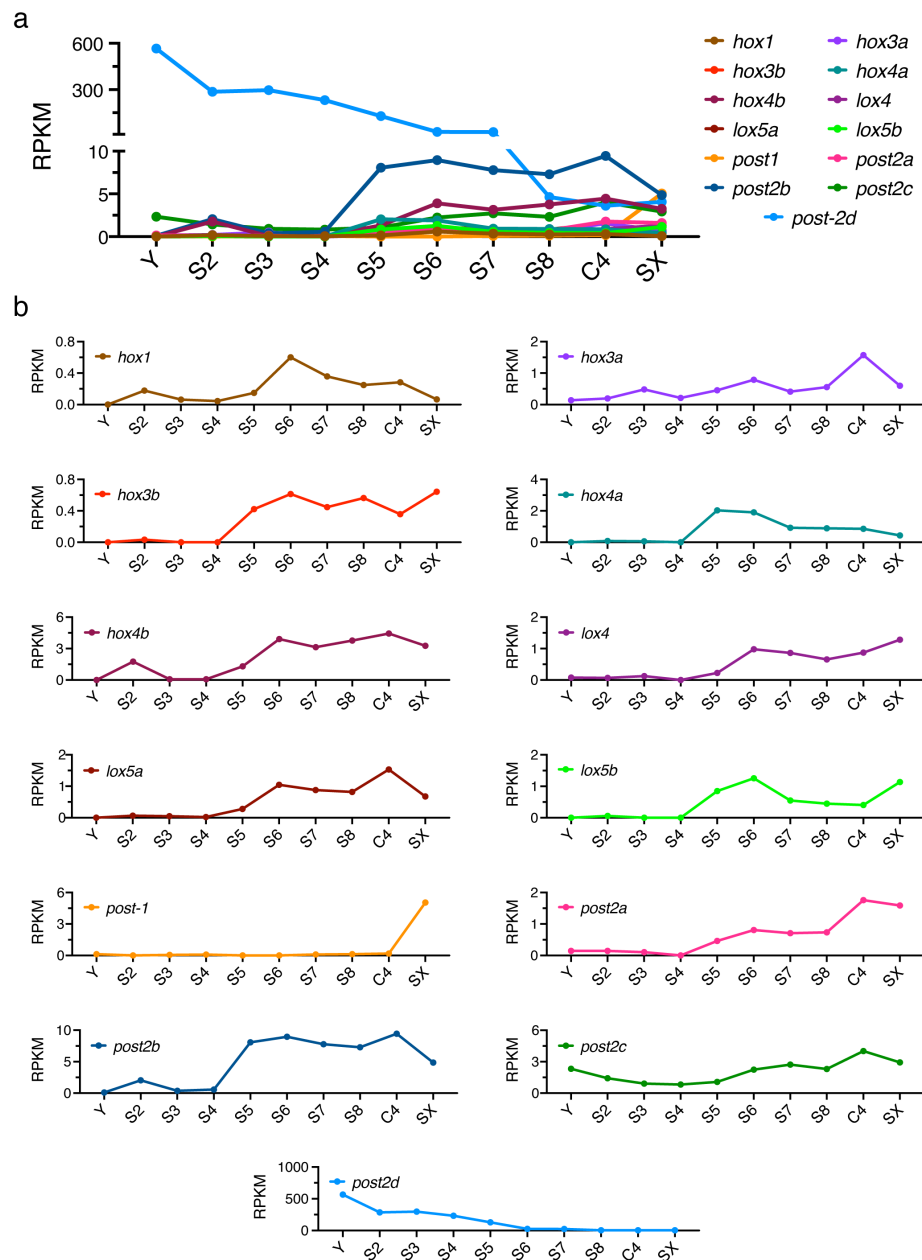

Supplementary Figure 3. Hox gene expression dynamics from planarian embryogenesis to adulthood.

a-b Time courses of the mRNA expression of (a) all 13 Hox genes or (b) each Hox gene at each stage of embryogenesis of the sexual strain and the adult stage of the sexual and asexual strains. Expression levels plotted as RPKM from RNAseq analysis (Y= egg yolk, S2-S8 = embryonic stages 2-8, C4= adult asexual planaria, SX= adult sexual planaria). Data sourced from Davies et al., 2017.

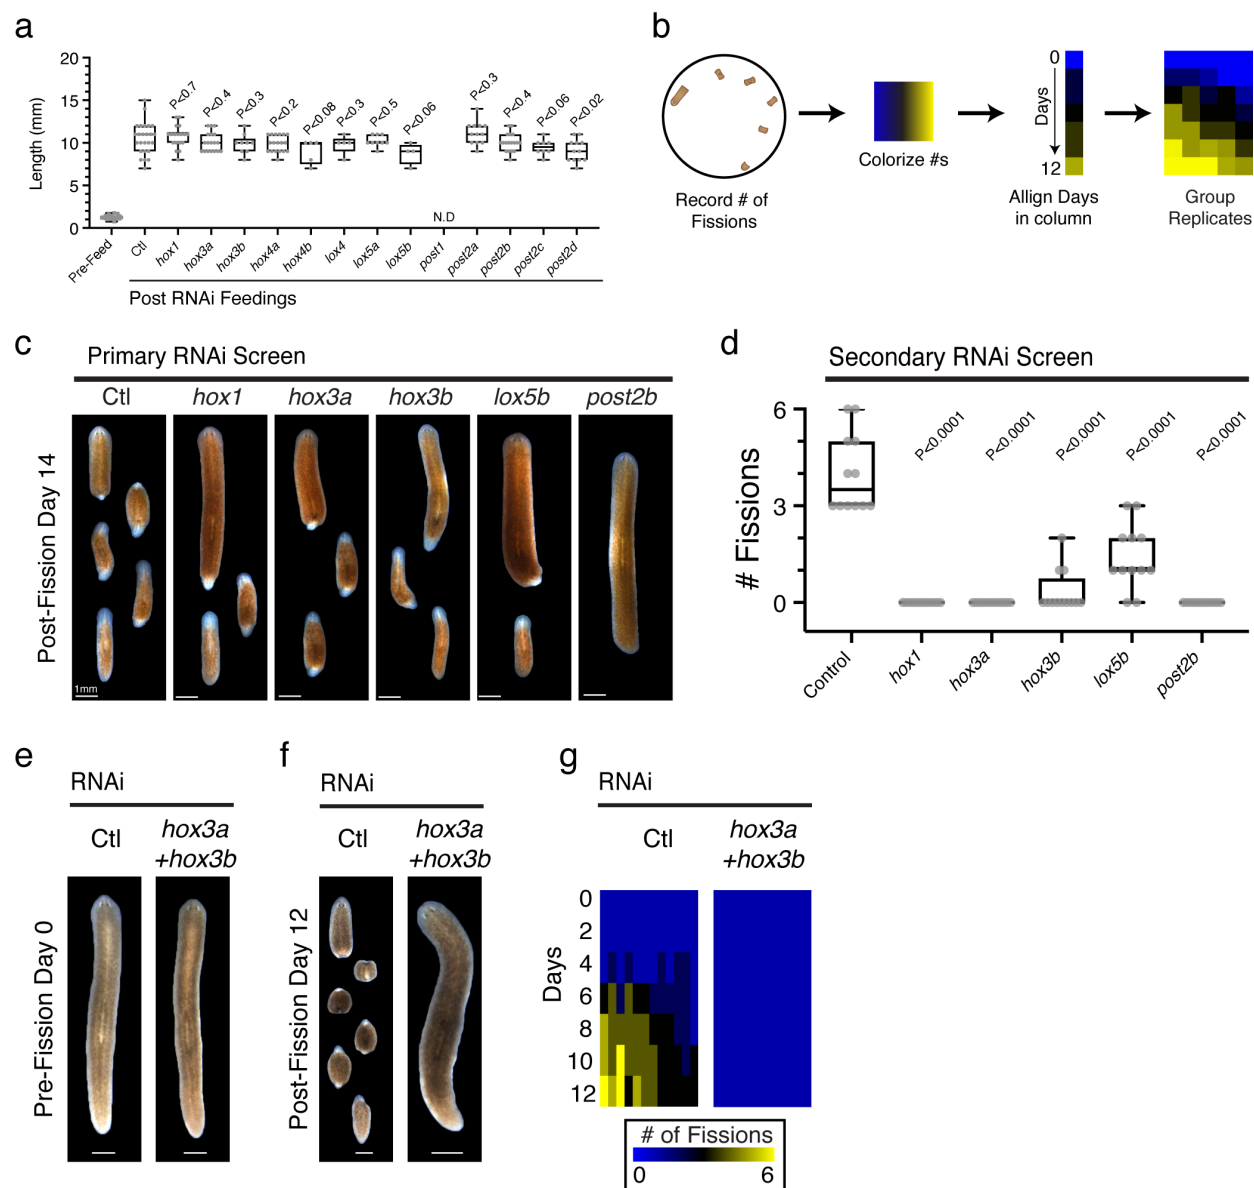

Supplementary Figure 4. A subset of planarian Hox genes regulate fission

a Box plots of size distribution of planaria prior to and following nine purified dsRNA feedings targeting Hox genes (n=25, 18, 18, 9, 18, 5, 5, 9, 4, 12, 18, 8, and 12 animals for Ctl, *hox1*, *hox3a*, *hox3b*, *hox4a*, *hox4b*, *lox4*, *lox5a*, *lox5b*, *post2a*, *post2b*, *post2c*, *post2d* RNAi samples, respectively; Ctl vs. *hox1*, *hox3a*, *hox3b*, *hox4a*, *hox4b*, *lox4*, *lox5a*, *lox5b*, *post2a*, *post2b*, *post2c*, *post2d* p-values=0.681, 0.3793, 0.2545, 0.158, 0.0766, 0.2715, 0.4992, 0.0565, 0.2389, 0.3081, 0.051, and 0.0114, respectively; animals that fissioned prior to experimental setup were omitted from size measurement since they

were no longer intact). Source data are provided as a Source Data file. **b** Diagram of data visualization. The number of cumulative fissions for each day was converted to a heat color code. Daily fissions for each worm were aligned in ascending order along the y-axis. The average score of each column is calculated and used to sort individual worms in descending order along the x-axis. The result is a heatmap visualization of fission activity across replicates. **c** Representative images of animals from primary Hox RNAi screen on day 14 of the fission assay (n= 18 animals). **d** Plot depicts fission progeny number on day 12 of secondary RNAi screen (n=12 animals; Control vs. each Hox RNAi p-value<0.0001; 3 independent repeats). Source data are provided as a Source Data file. **e-f** Representative images of animals of control and *hox3a+hox3b* RNAi animals (**e**) prior to and (**f**) 12 days after fission induction (n=12 animals, 17 bacterial RNAi feedings, 3 independent repeats). **g** Heatmaps depicting cumulative fissions over time for individual worms following control and *hox3a +hox3b* RNAi-treatment (n=12 animals). Box and whisker plot depicts individual data points, median (centre), 25th/75th percentile (bounds of box), and minima/maxima (whiskers). P-value calculated by Welch's two-tailed t-test versus corresponding control. Source data are provided as a Source Data file. Scale, 1mm. Note: Control RNAi animals from **e-g** are from the same experiment as Fig. 1 e-f.

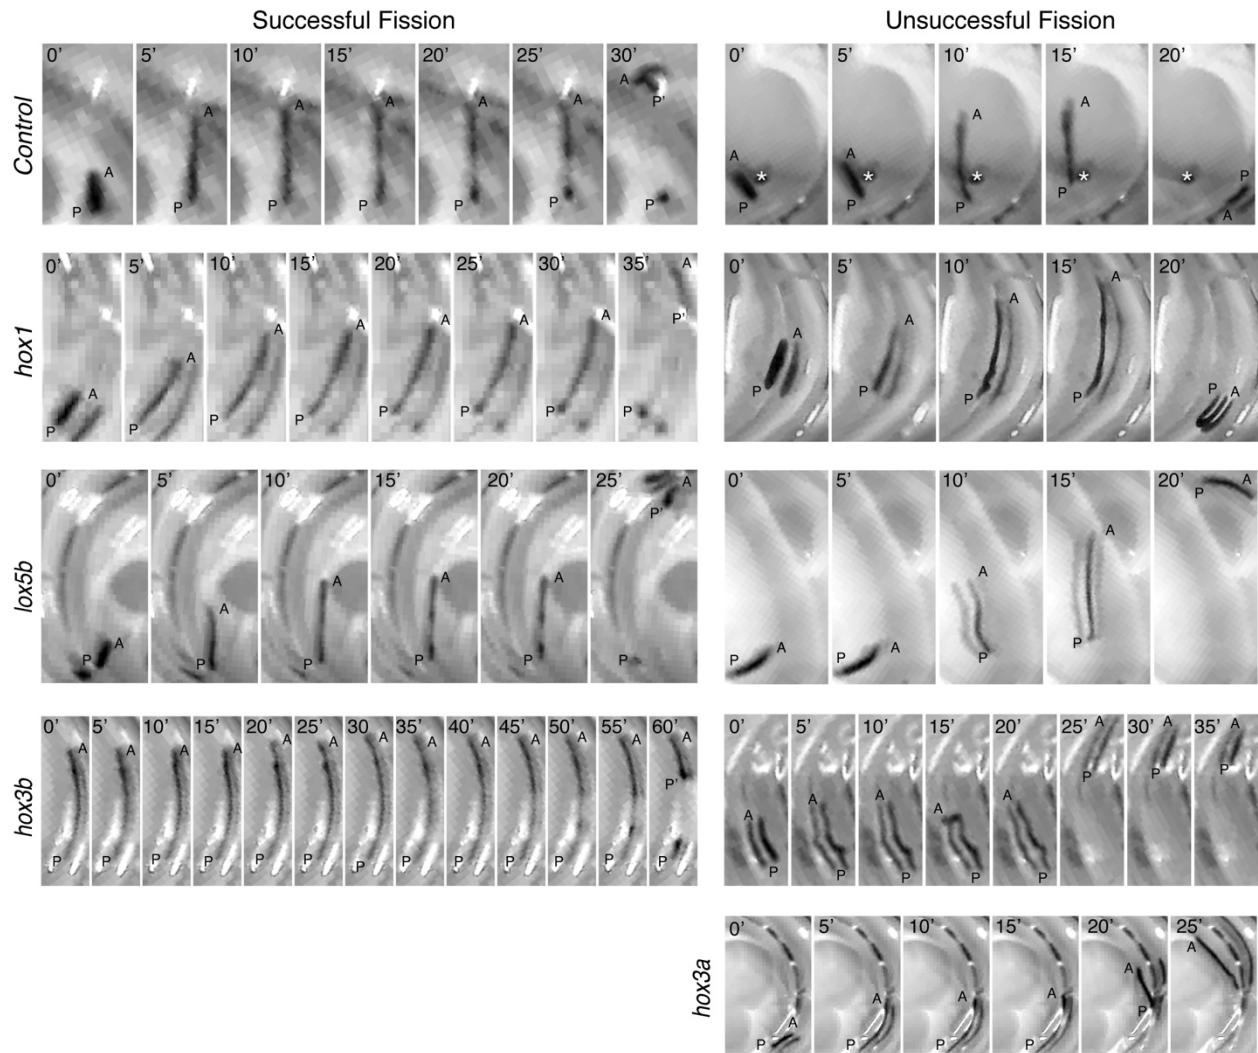

Supplementary Figure 5. Time-lapse Images of Successful and Unsuccessful fissions following Hox gene RNAi-treatment.

Representative time courses of fission attempts in RNAi-treated animals (n=5-6 animals, A= anterior, P=pre-fission posterior, and P'=post-fission posterior). Animals fed purified dsRNA food eight times.

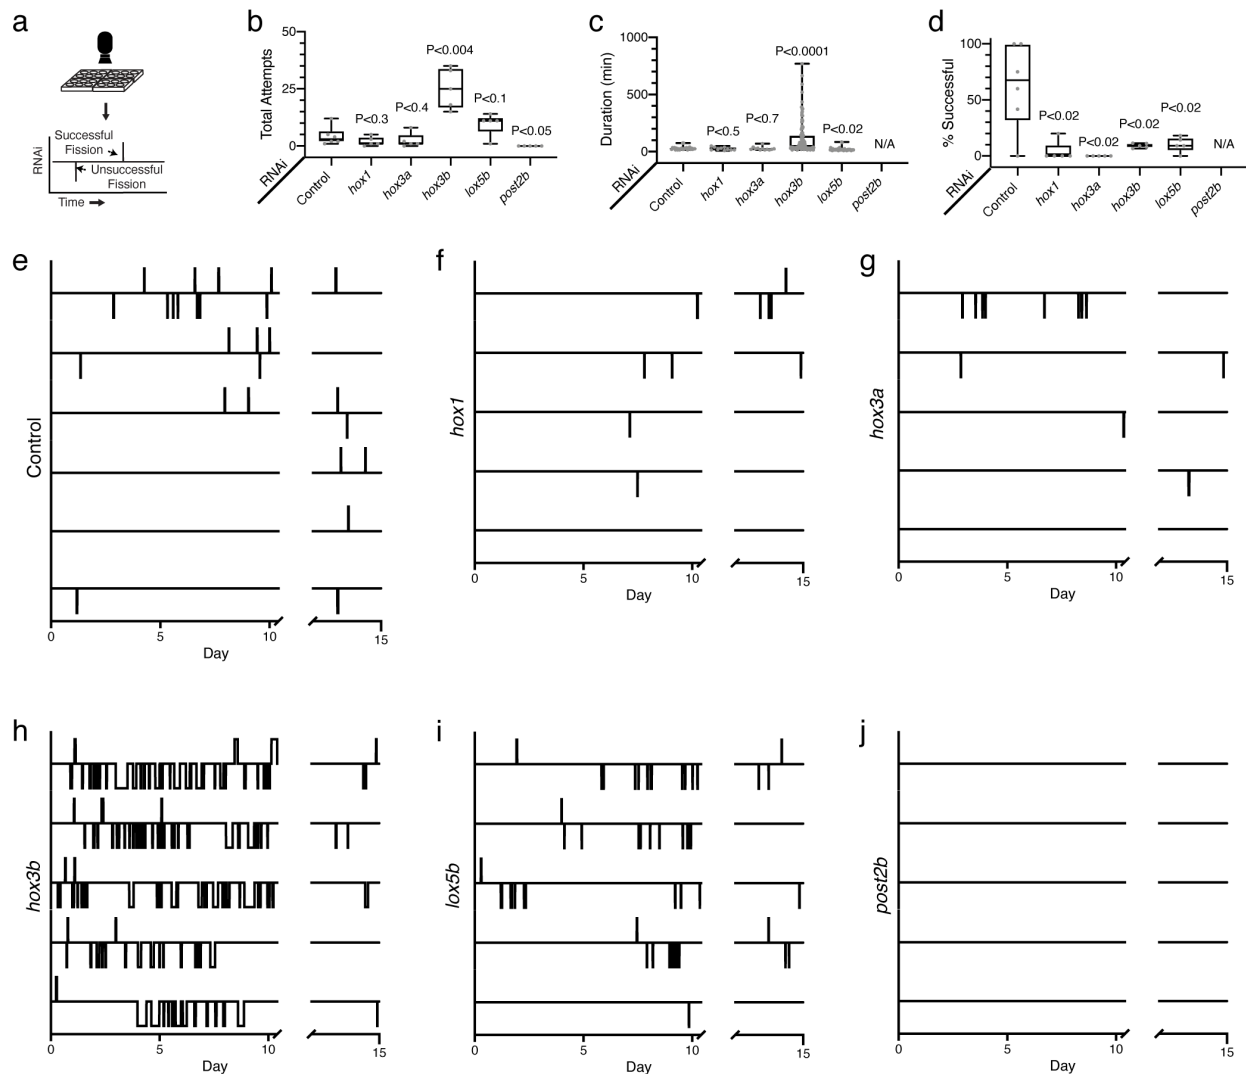

Supplementary Figure 6. Hox genes regulate the frequency, duration, and success of fission behavior.

a Schematic of webcam live imaging data visualization. Timeline depicts successful (upward displacement) and unsuccessful fissions (downward displacements). **b-d** Plots of the (b) total (Control vs. *hox1*, *hox3a*, *hox3b*, *lox5b*, and *post2b* p-values=0.2502, 0.3991, 0.0038, 0.0951, and 0.0464, respectively), (c) duration of (Control vs. *hox1*, *hox3a*, *hox3b*, *lox5b*, and *post2b* p-values=0.4851, 0.6368, 0.0038, <0.0001, and 0.0147, respectively), and (d) percentage of successful fission attempts (Control vs. *hox1*, *hox3a*, *hox3b*, and *lox5b*, p-values=0.012, 0.0101, 0.0186, and 0.0191, respectively) following Hox RNAi-treatment (n=6 and 5 animals for Ctl and all other RNAi samples, respectively;

p-value calculated by Welch's two-tailed t-test versus control). **e-j** fission activity timelines of **(e)** control, **(f)** *hox1*, **(g)** *hox3a*, **(h)** *hox3b*, **(i)** *lox5b*, and **(j)** *post2b* RNAi-treated animals. Animals fed purified dsRNA food eight times. Discontinuity in timeline due to a gap in image acquisition from technical error. Box and whisker plot depicts individual data points, median (centre), 25th/75th percentile (bounds of box), and minima/maxima (whiskers). Source data are provided as a Source Data file.

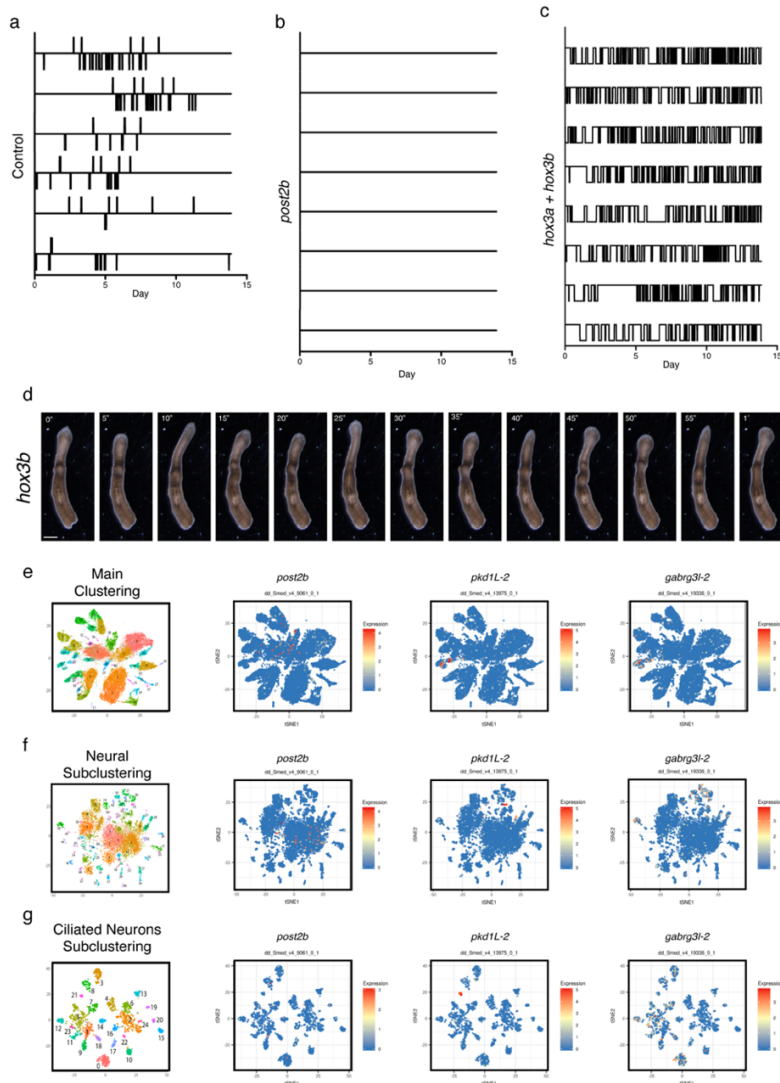

Supplementary Figure 7. *post2b* and *hox3* mediate opposing regulation of fission behavior.

a-c Fission activity timelines of (a) control, (b) *post2b*, (c) *hox3a+hox3b* RNAi-treated animals (n=6-8 animals). Source data are provided as a Source Data file. **d** Representative images of *hox3b* RNAi-treated animals stalled in Phase 1 (n=3/10 animals). Animals fed bacterial RNAi food 17 times. Scale, 1mm. **e-g** t-SNE plots of *post2b*, *pkd1L-2*, and *gabrg3l-2* data from (a) main clustering, (b) neural sub clustering (c) ciliated neurons sub clustering from the cell type transcriptome atlas (Data sourced from Fincher et al., digiworm.mit.edu)

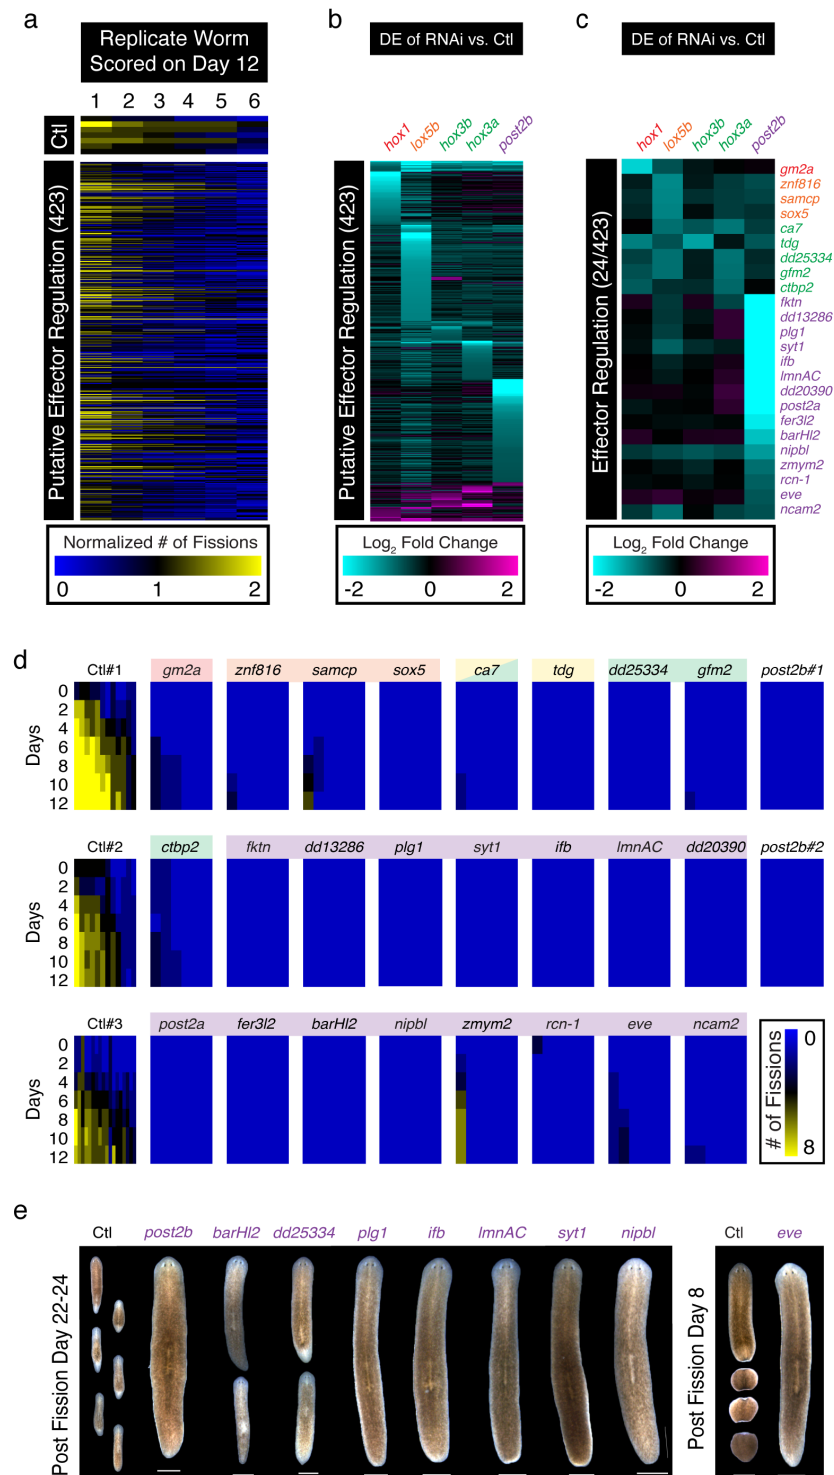

Supplementary Figure 8. A screen for downstream effectors of Hox genes.

a Heatmap depicting resultant fission activity following RNAi individually targeted against 423 putative effector genes from the DEGs of the Hox RNAi RNAseq (n=21 animals for

Control RNAi condition and 6 animals for each putative effector RNAi condition, fed 16-19 times with bacterial RNAi food). Heatmap depicts normalized fission number on Day 12 across six RNAi-treated worms. Source data are provided as a Source Data file. **b** Heatmap of the corresponding DE of each of the 423 putative fission effectors following RNAi of Hox genes. **c** Heatmap of the corresponding DE of each of the 24 fission effectors following RNAi of Hox genes. **d** Heatmaps of the number of fissions over time following RNAi of fission effectors (n=6-18 animals). 

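Some effectors also fell outside their own Hox RNAi group. Of effectors not assigned to the silenced gene, 0 of 23 fell in *hox1* RNAi, 4 of 20 in *hox3a*, 0 of 22 in *hox3b*, 9 of 21 in *lox5b* and 3 of 9 in *post2b* RNAi at any fold change by limma's test (0, 4, 0, 10 and 6 when adjusted over the list alone). By the DEG cutoffs 0, 3, 0, 1 and 2 fell. Of all 15829 tested genes, 482, 3590, 518, 5894 and 3873 fell at the same test in these 5 groups, so falls of effectors in *hox3a*, *lox5b* and *post2b* RNAi are not notable as such. At an unadjusted p under 0.05, 6, 7, 4, 13 and 6 fell, and on the TPM as deposited no effector rose past limma's test, or at an unadjusted p under 0.05, in any group. After rescaling of the TPM, 0, 1, 0, 6 and 1 fell (6, 4, 3, 7 and 4 at an unadjusted p under 0.05), and *dd20390* rose in *hox3a* RNAi at an unadjusted p under 0.05 without passing (log2 fold change 0.43, adjusted p = 0.156, limma with Benjamini-Hochberg adjustment). These genes were chosen by the paper from DEGs of the same libraries, so the counts are not independent evidence. The *post2b* effectors of the Epidermal-10 cell cluster, the *ifb*+ anchor cells, are 7 genes, and all 7 fell in *post2b* RNAi with a median log2 fold change of -2.90. In *hox1*, *hox3a* and *hox3b* RNAi none of the 7 passed limma's test, and 0 had an unadjusted p under 0.05 before rescaling. In *lox5b* RNAi 1 of the 7 passed (2 when adjusted over the list alone), and 0 after rescaling (1 at an unadjusted p under 0.05). Of all 15 *post2b* effectors, 2 fell in *hox3a* and 5 in *lox5b* RNAi (2 and 6 when adjusted over the list alone), and after rescaling 0 and 2. At an unadjusted p under 0.05, 2 and 3 fell after rescaling. The 3 effectors of Parenchymal-8/13, the *mag-1*+ viscid gland cells, all fell in *post2b* RNAi with a median of -1.91. In *lox5b* RNAi 2 of the 3 also fell at any fold change, and 1 after rescaling, while 0 passed in *hox1*, *hox3a* and *hox3b* RNAi. Compared directly, *ifb* was lower in *post2b* RNAi than in *hox3a* RNAi by a log2 difference of -3.08 and than in *hox3b* RNAi by -2.92, and *lmnAC* by -3.04 and -2.83. *fktn* was lower by -1.95 and -2.64. Of the 15 *post2b* effectors, 13 were lower in *post2b* RNAi than in *hox3a* RNAi and 13 lower than in *hox3b* RNAi at any fold change (13 and 14 when adjusted over the list alone, 13 and 13 after rescaling). The exceptions in both comparisons were *nipbl* (adjusted p = 0.331 and 0.265, limma with Benjamini-Hochberg adjustment) and *ncam2*, which passed against *hox3b* RNAi only when adjusted over the list alone.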

Source data are provided as a Source Data file. **e** Representative images of *post2b* effector RNAi-treated animals 22-24 days or eight days post fission induction (2 independent repeats). Effector genes are color coded with respect to their putative upstream Hox gene: *hox1* (red), *lox5b* (orange), *hox3* (green), *post2b* (purple). Scale, 1mm.

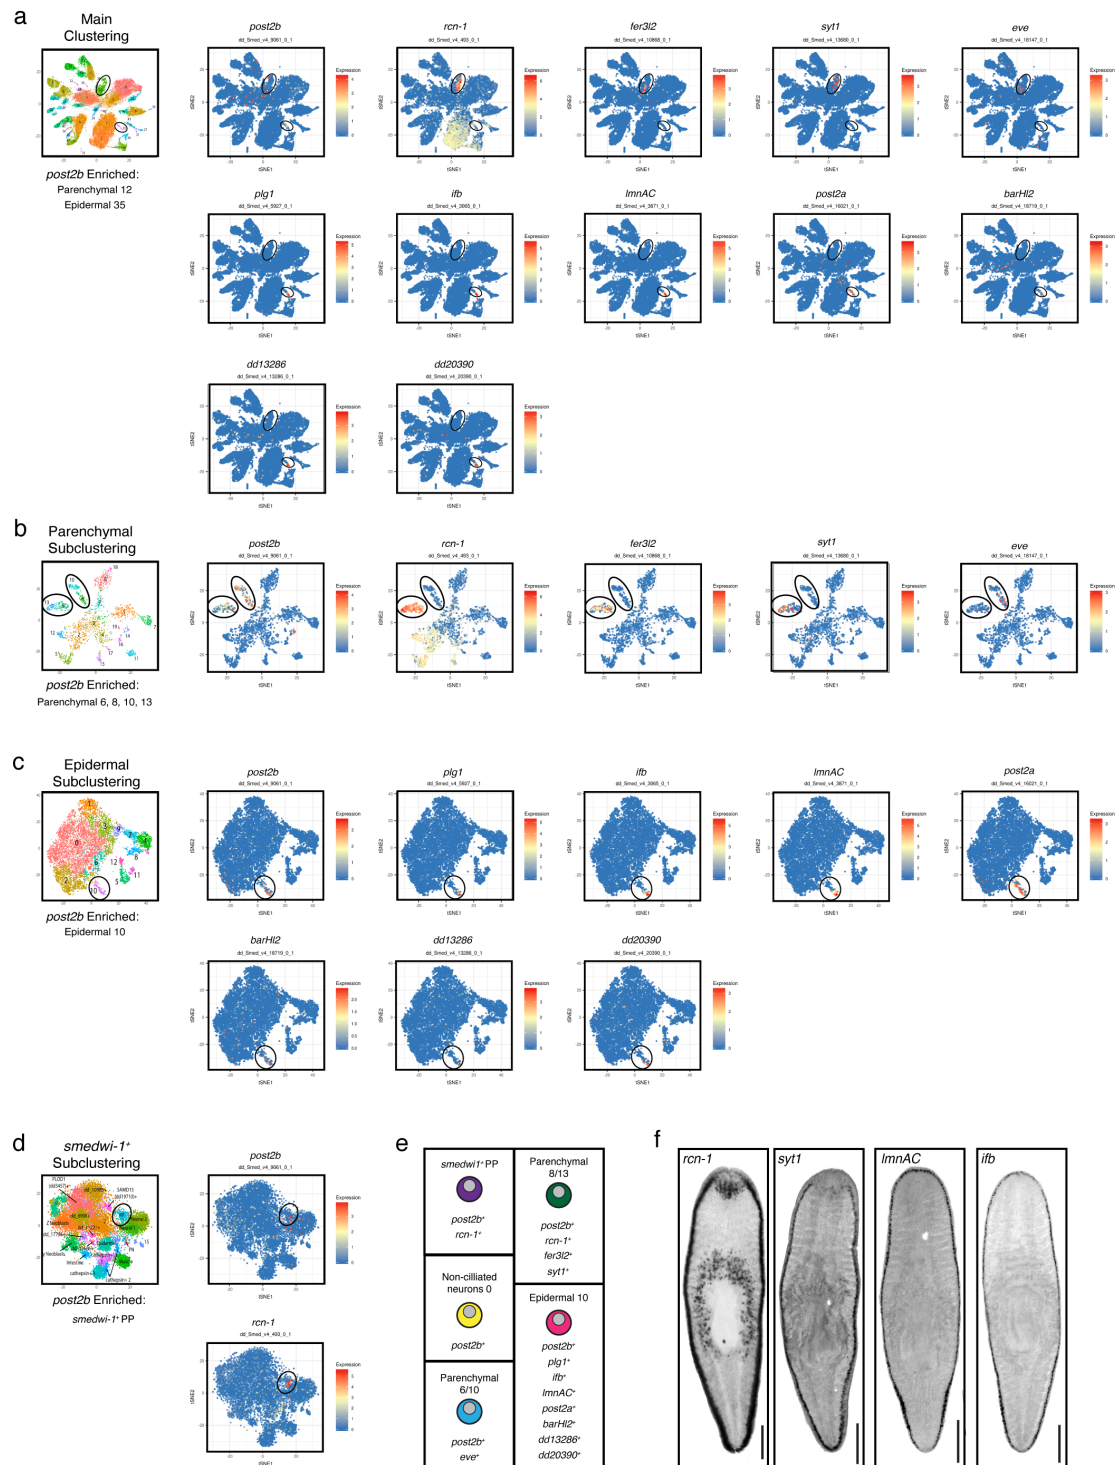

Supplementary Figure 9. Analysis of Hox downstream effector gene expression.

a-d t-SNE plots of *post2b* and effector gene expression data from **(a)** main clustering, **(b)** parenchymal sub clustering, **(c)** epidermal sub clustering, and **(d)** *smedwi-1*⁺ sub

clustering from the cell type transcriptome atlas (Data sourced from Fincher et al., digiworm.mit.edu). Circles denote clusters with *post2b* enriched expression. **e** Summary of *post2b* and effector gene expression data from the cell type transcriptome atlas. **f** Expression of *post2b* gene effectors detected by colorimetric whole-mount in situ hybridization (n=4-7 animals, 2 independent repeats). Scale, 500um.

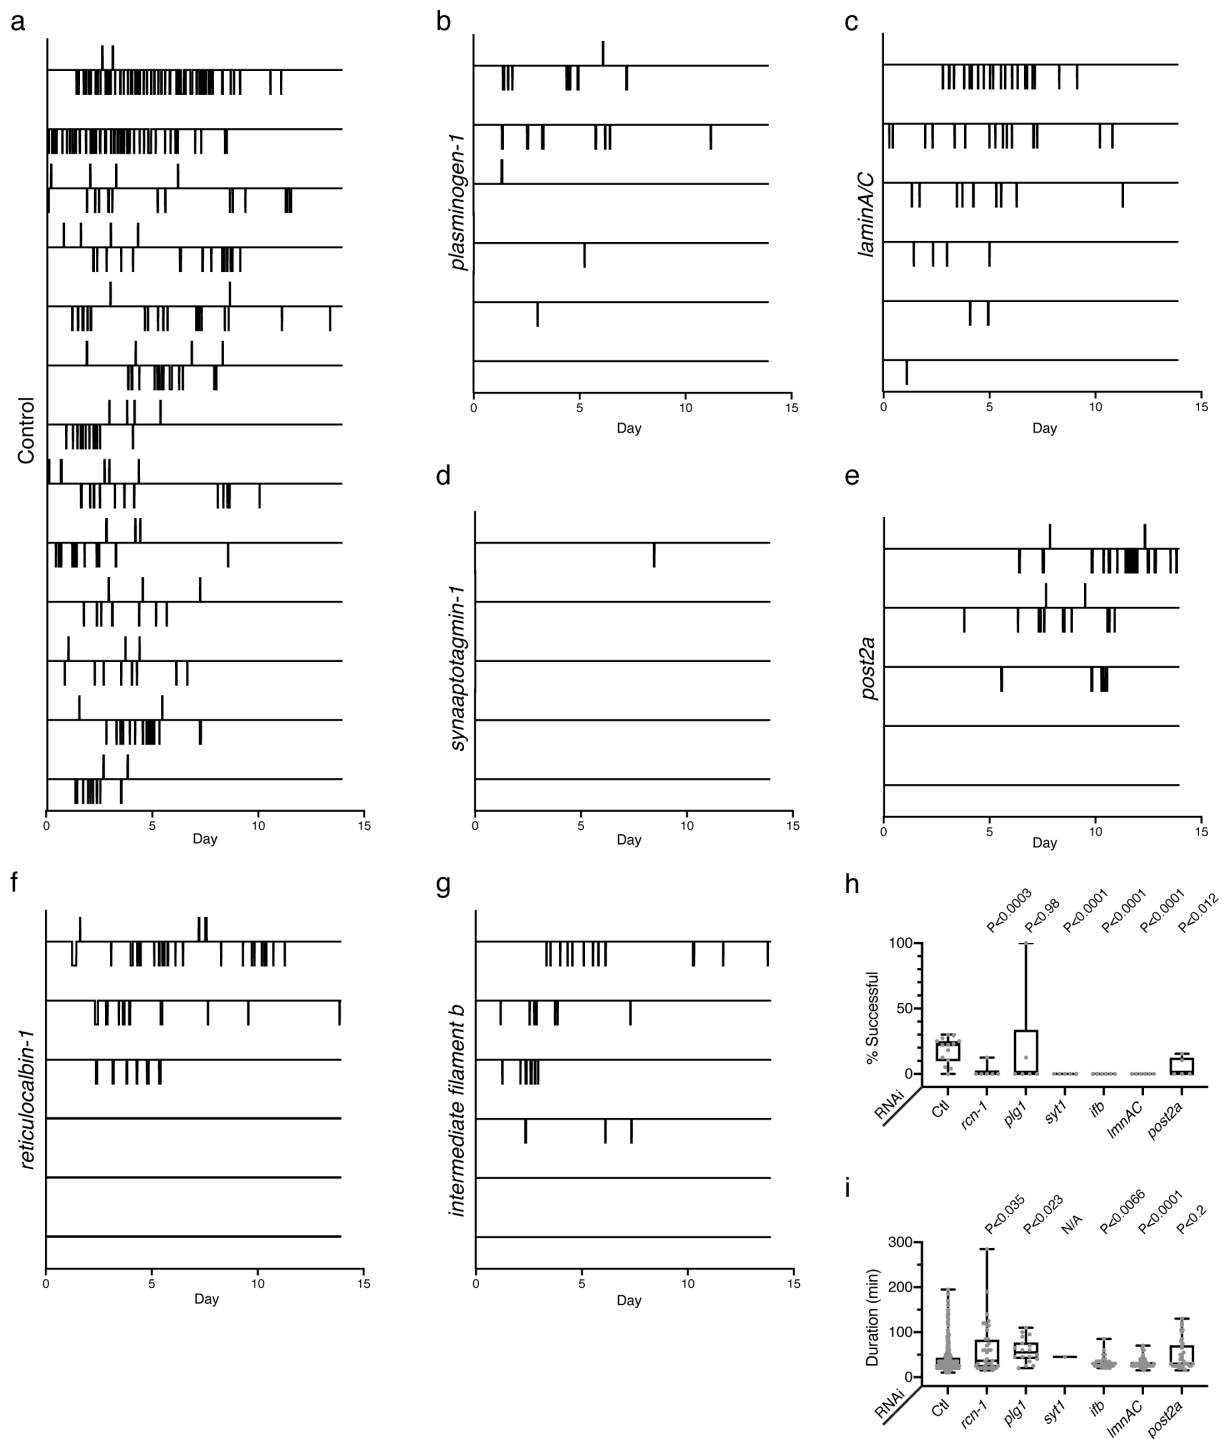

Supplementary Figure 10. *post2b* downstream effectors regulate fission behavior.

a-g Fission activity timelines of (a) control, (b) *plasminogen-1*, (c) *laminA/C*, (d) *synaptotagmin-1*, (e) *post2a*, (f) *reticulocalbin-1*, and (g) *ifb* RNAi-treated animals. **h-i**

Plots of **(h)** percentage of successful attempts (Ctl vs. *rcn-1*, *plg1*, *syt1*, *ifb*, *lmnAC*, and *post2a* p-values=0.0002, 0.9742, <0.0001, <0.0001, <0.0001, and 0.0118, respectively) and **(i)** duration of each attempt (Ctl vs. *rcn-1*, *plg1*, *ifb*, *lmnAC*, and *post2a* p-values=0.0341, 0.022, 0.0066, <0.0001, and 0.1974, respectively) for RNAi treated animals. Animals fed bacteria expressing dsRNA 21 times (n= 14, 5, 5, and 6 animals for Ctl, *syt1*, *post2a*, and all other RNAi samples, respectively). Box and whisker plot depicts individual data points, median (centre), 25th/75th percentile (bounds of box), and minima/maxima (whiskers) P-values calculated by Welch's two-tailed t-test versus control. Source data are provided as a Source Data file.

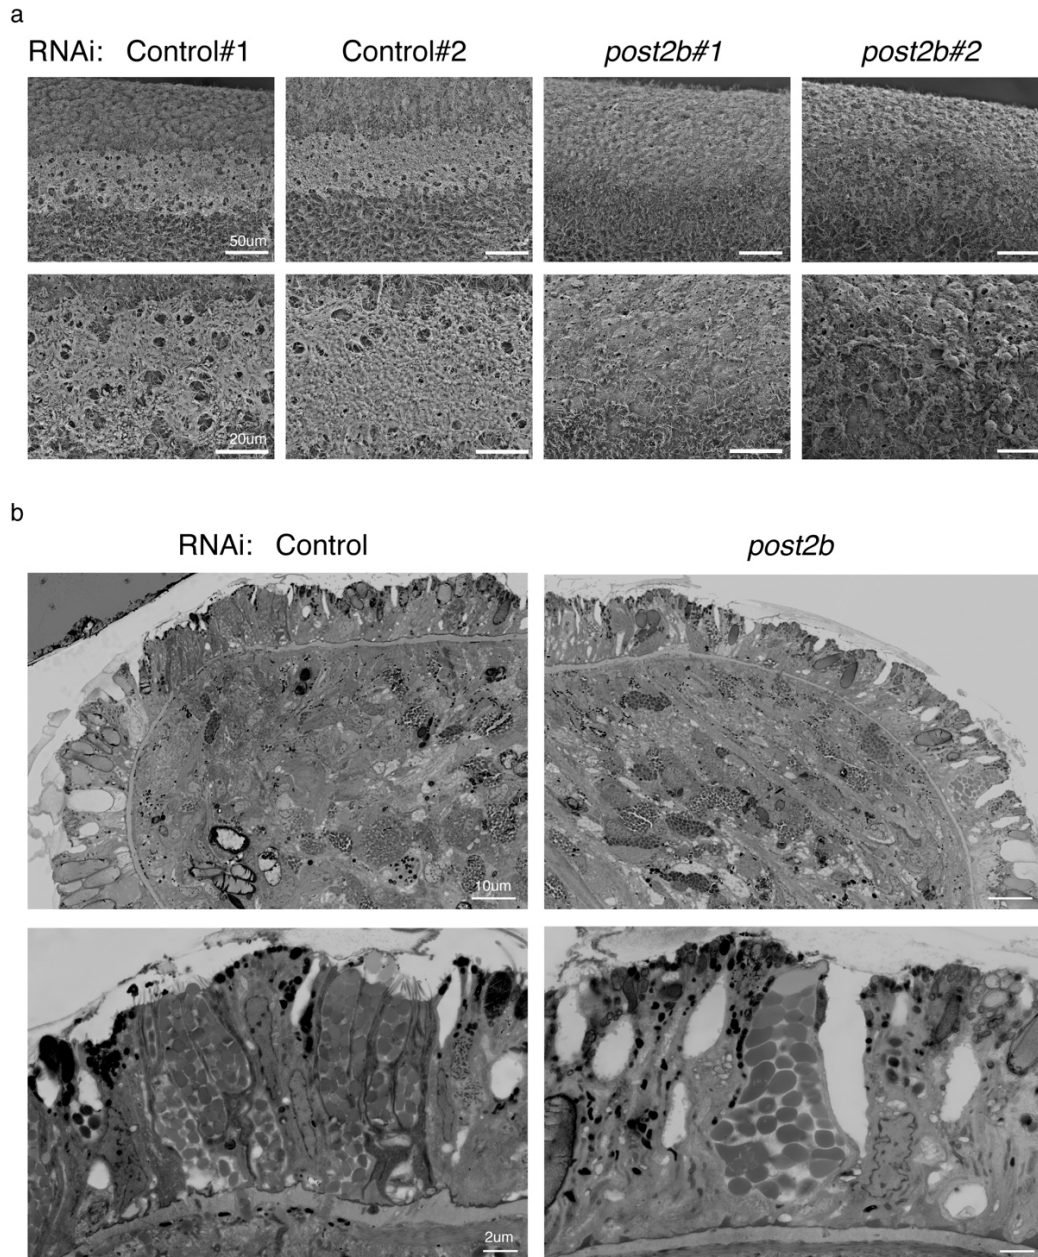

Supplementary Figure 11. *post2b* is required for the structure and functions of the marginal adhesive gland.

a Scanning electron micrographs of the lateral edge of the tail containing the marginal adhesive organ in control and *post2b* RNAi-treated animals. Examples of complete and partial phenotypic penetrance are depicted (n=3 animals, experiment independently repeated once). **b** Scanning electron micrographs of the marginal adhesive organ in

transverse sections in control and *post2b* RNAi-treated animals (n=3 animals, ventral up in all images, experiment not independently repeated).

# Supplementary material for: Hox genes regulate asexual reproductive behavior and tissue segmentation in adult animals
**Source:** Nat Commun. 2021 Nov 18;12:6706. doi: 10.1038/s41467-021-26986-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of additional supplementary files

Title: Supplementary Data File 1.

Description: Results of Gene Expression Analysis of Hox RNAi RNAseq.

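Supplementary Data 1 gives, for each transcript and each Hox RNAi group, the log2 fold change and adjusted p that the authors obtained with edgeR from read counts, with a mark for DEGs and the name of the closest protein of another species. The part used here holds 933 of its 20678 entries, and 544 of its gene IDs have a product name. For 676 IDs the fold changes of Supplementary Data 1 were compared with those from limma on TPM. Pearson's r across genes, which are not independent replicates, was 0.907 in *hox1*, 0.961 in *hox3a*, 0.946 in *hox3b*, 0.934 in *lox5b* and 0.935 in *post2b* RNAi. The sign of the change was the same for 88.9%, 74.4%, 86.7%, 86.1% and 76.6% of these IDs in the same order.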

Title: Supplementary Data File 2.

Description: Summary of differential gene expression, scRNAseq analysis and Hox binding motif predictions for identified Hox downstream effectors.

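Supplementary Data 2 joins 3 kinds of evidence for each of the 24 effectors. It gives the change in the Hox RNAi libraries, the cell clusters of a published single-cell atlas in which the gene is expressed, and the positions of predicted Hox-binding motifs. In the table as used here, 7 of the 24 genes have a motif position, fewer than the genes with a motif that the paper counts in its text. The reason for this gap was not examined, and the 7 is no evidence against the paper's number. Motifs and clusters were not analysed here, since they need sequence and single-cell data. For *gfm2*, the transcript is paired with SMESG000000046.1 in this table and with SMESG000000041.1 in Supplementary Data 1. SMESG000000046.1 is the ID whose fall is given beside the effectors of *hox3a*. SMESG000000041.1, named as an elongation factor G, had a log2 fold change of 0.01 in *hox3a* RNAi (adjusted p = 0.949, limma with Benjamini-Hochberg adjustment), so the value of *gfm2* depends on which pairing holds.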

Title: Supplementary Data File 3.

Description: Sequence identification and reference information and primers for genes listed in this study.

Title: Supplementary Data File 4.

Description: Statistical analyses performed in this report

Title: Supplementary Movie 1. Fission behavior in Control RNAi animals (Time-lapse A).

Description: Representative movie of fission behavior in control (*unc-22*) RNAi animals (8 purified dsRNA feedings). Worms were placed in 6-well dishes with cameras mounted above the plates and images acquired every 5 minutes for 15 days.

Title: Supplementary Movie 2.

Description: Fission behavior in *hox1* RNAi animals (Time-lapse A).

Representative movie of fission behavior in *hox1* RNAi animals (8 purified dsRNA feedings). Worms were placed in 6-well dishes with cameras mounted above the plates and images acquired every 5 minutes for 15 days.

Title: Supplementary Movie 3. Fission behavior in *hox3a* RNAi animals (Time-lapse A).

Description: Representative movie of fission behavior in *hox3a* RNAi animals (8 purified dsRNA feedings). Worms were placed in 6-well dishes with cameras mounted above the plates and images acquired every 5 minutes for 15 days.

Title: Supplementary Movie 4. Fission behavior in *hox3b* RNAi animals (Webcam Time-lapse A).

Description: Representative movie of fission behavior in *hox3b* RNAi animals (8 purified dsRNA feedings). Worms were placed in 6-well dishes with cameras mounted above the plates and images acquired every 5 minutes for 15 days.

Title: Supplementary Movie 5. Fission behavior in *lox5b* RNAi animals (Webcam Time-lapse A).

Description: Representative movie of fission behavior in *lox5b* RNAi animals (8 purified dsRNA feedings). Worms were placed in 6-well dishes with cameras mounted above the plates and images acquired every 5 minutes for 15 days.

Title: Supplementary Movie 6. Fission behavior in Control RNAi animals (Webcam Time-lapse B).

Description: Representative movie of fission behavior in control (*unc-22*) RNAi animals (17 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 7. Fission behavior in *post2b* RNAi animals (Webcam Time-lapse B).

Description: Representative movie of fission behavior in *post2b* RNAi animals (17 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 8. Fission behavior in *hox3a+hox3b* RNAi animals (Webcam Time-lapse B).

Description: Representative movie of fission behavior in *hox3a+hox3b* RNAi animals (17 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 9. Phase I peristalsis in *hox3a+hox3b* RNAi animals.

Description: Representative movie of peristalsis after fission initiation in *hox3a+hox3b* RNAi animals (17 RNAi feedings). Images acquired at ten frames per second and played at 5X speed.

Title: Supplementary Movie 10. Phase I peristalsis in *hox3b* RNAi animals.

Description: Representative movie of peristalsis after fission initiation in *hox3b* RNAi animals (17 RNAi feedings). Images acquired at ten frames per second and played at 5X speed.

Title: Supplementary Movie 11. Fission behavior in Control RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in control (*unc-22*) RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 12. Fission behavior in *reticulocalbin-1* RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in *reticulocalbin-1* RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 13. Fission behavior in *plasminogen-1* RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in *plasminogen-1* RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 14. Fission behavior in *synaptotagmin-1* RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in *synaptotagmin-1* RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 15. Fission behavior in *intermediate filament b* RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in *intermediate filament b* RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 16. Fission behavior in *laminA/C* RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in *laminA/C* RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

Title: Supplementary Movie 17. Fission behavior in *post2a* RNAi animals (Webcam Time-lapse C).

Description: Representative movie of fission behavior in *post2a* RNAi animals (21 RNAi feedings). Worms were placed in 6-well dishes with cameras below the plates and images acquired every 5 minutes for 14 days.

# Supplementary material for: Hox genes regulate asexual reproductive behavior and tissue segmentation in adult animals
**Source:** Nat Commun. 2021 Nov 18;12:6706. doi: 10.1038/s41467-021-26986-2
**Supplement:** Supplementary file 25 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

The fission behavior timelapses were acquired using micro-manager version 1.4.22 (<https://micro-manager.org/>) and the opencvgrabber framework. In both cases, the camera gain, exposure, and autofocus were controlled using the Logitech Webcam Controller software (https://download01.logi.com/web/ftp/pub/video/lws/lws_280.exehttps://download01.logi.com/web/ftp/pub/video/lws/lws_280.exe).

Data analysis

Microsoft Excel (ver. 16.49), ImageJ (ver 2.1.0), and Graphpad Prism (ver.9.1) were used for Data Analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The original data generated in this study have been deposited in the Stowers Original Data Repository under accession code LIBPB-1567 [<http://www.stowers.org/research/publications/LIBPB-1567>]. The Hox RNAi RNAseq data generated from this study has been deposited in NCBI GEO with accession number: GSE159876 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE159876>]. The fission progeny scoring data, compression and fission segment scoring data, fission progeny area calculations, fission behavior scoring data, and animal length measurements generated in this study are provided in the Source Data File. The RNAseq data for Supplementary Figures 2 and 3 used in this study are available in the NCBI GEO database under accession codes GSE82280 [<https://www.ncbi.nlm.nih.gov/>].

geo/query/acc.cgi?acc=GSE82280] and GSE107874 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107874]. The scRNAseq data used to generate t-SNE plots used in this study is available at https://digiworm.wi.mit.edu/ and NCBI GEO: GSE111764 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111764]

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Preliminary experiments suggested large effect sizes on fission rate following RNAi with many differences greater than 2-fold. Based on a power estimate, a sample size of six would give a 99% power with a 1% false positive rate. For Figure 1 we used a sample size ranging from 12 to 54 animals for our primary and secondary fission screens. For Figure 2 no sample size was calculated was performed, but we used a sample size ranging from 30-100 animals for compression and quantitation given the level of noise previously observed in this assay. For Figures 3, Supplementary Figure 5 and Supplementary Figure 6, a sample size of 5-8 replicates was used for live imaging due to technical protocol constraints. For Supplementary Figure For Figure 4i-j, a sample size of 3 animals was used for electron micrograph analysis due to limited RNAi-treated animal availability at that time. For other experiments, sample size was determined by the maximal number of animals that could be accommodated in accordance with the constraints of our animal husbandry, flow system, and technical protocols.
Data exclusions	Data points were omitted under the following pre-determined conditions: animal compression failed due to technical error, animals crawled out of wells and desiccated on lids during the fissioning experiment, and animals recently fissioned prior to recording of animal body length.
Replication	The number of independent repeats for the experiments has been labeled within the Figure Legends. All key findings were independently and successfully replicated at least once. Due to time constraints and sample availability Fig 1b, 2d, 4g, 4hi-j, Supplementary Fig 4a, and Supplementary Figures 5, 6, 7, 10, 11 were performed only once.
Randomization	All organisms were size-matched and randomly distributed into experimental treatments
Blinding	Investigators were single-blinded via coded numbers to obfuscate the identity of genes targeted by RNAi for data collection and analysis.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-Fluorescein-POD (Roche #11426346910), Anti-Digoxigenin-POD (Roche #11207733910), and Anti-Digoxigenin-AP (Roche #11093274910).
Validation	No validation of these antibodies in this specific planarian species was performed. Literature describing their common use in the planarian field is cited.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	The clonal CIW4 strain of Schmidtea mediterranea maintained in recirculatory culture were used for all experiments. These animals are immortal asexual adults.

Wild animals

Study did not involve wild animals.

Field-collected samples

Study did not involve samples collected from the field

Ethics oversight

Husbandry and experimental protocols for invertebrate planarians are not subject to ethical approval via IACUC.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

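RNA-seq measured transcripts in whole asexual adult *Schmidtea mediterranea* after RNAi of *hox1*, *hox3a*, *hox3b*, *lox5b* or *post2b* and in control RNAi animals fed *unc-22* dsRNA, with 4 libraries per group, 24 libraries in all, each from a pool of 3 animals. The authors demultiplexed the reads with bcl2fastq2 version 2.20, aligned them with STAR to the smed_dd_g4 genome and counted reads over the Smes_hv_v1 gene models. The authors tested counts with edgeR. The TPM values as deposited by the authors hold 22197 genes, divide reads by transcript length, and sum to 1000000 in every library. The paper's text does not say with which tool the authors computed TPM from counts. TPM keep no read depth, so no counting error can be given, and precision rests on the spread between libraries.

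TPM were used as log2(TPM + 0.5). Genes with a TPM of at least 0.5 in at least 4 of the 24 libraries were tested, 15829 in all. All 24 libraries entered 1 linear model with a term for the RNAi group, in limma 3.58.1 under R 4.3.3, with eBayes and an intensity trend, and p-values were two-sided and adjusted by Benjamini-Hochberg over the genes tested. Each Hox RNAi group was compared with control RNAi, and *hox3a* with *hox3b*, *hox1* with *lox5b*, and *post2b* with both *hox3* groups directly. A DEG had at least a 1.5-fold change and an adjusted p under 0.05. In *lox5b* RNAi against control it had at least a 2-fold change and an adjusted p under 0.01. The groups of samples, the model, the comparisons, the alternatives and the rule for named genes were set before the data were examined, except where the closing section says otherwise. Genes were named by this rule: in every comparison the effectors of Supplementary Data 2 and any Hox gene paired with an ID; and for each Hox RNAi group, among DEGs with a mean TPM of at least 1 whose RNAi libraries all lay on 1 side of all control libraries, up to 5 with a product name and 2 whatever the name with the largest change in each direction. The paper's supplementary values had been seen when the rule was written.

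Product names came from the part of Supplementary Data 1 used here, which names 504 of the tested genes (3.2%), and from Supplementary Data 2. These are too few for tests of gene sets, so genes of 14 lists set by product name were only counted. Overlap between groups was compared with that of independent lists, with simulated groups without change, and with control libraries split between the comparisons. The calling steps were tested on simulated data in which a known set of transcripts was changed by 1.75, 2.5 or 4-fold: at 1.75-fold 86.6 to 89.6% were recovered in 4 groups and 0% in *lox5b* RNAi, whose cutoff is 2-fold, at 2.5-fold at least 98.5% and at 4-fold 100%, with 0 to 7 false calls among 15629 unchanged genes. Alternatives were pseudocounts of 0.1 and 1, no filter on low values, a stricter filter at a mean TPM of 2, TPM rescaled by the median of ratios, no intensity trend, only the groups compared in the model, the replicate number as a block, the cutoffs as printed in the paper, 1 cutoff for all groups, a log2 cutoff of 0.6, and leaving out each library in turn. The silencing of the targeted Hox transcripts, the fission counts, the microscopy, the single-cell data and the motifs were not analysed here.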

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

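Single libraries far from the others were found by a rule fixed in advance, while the split of the rescaling test by group, the test of *lox5b* replicates 3 and 4 and the test that leaves out *lox5b* replicates 1 and 2 together were chosen after the results were seen. Within a group of 4 libraries, the gap between the extreme library and its nearest neighbour was divided by the group's range. A ratio past the 95% critical value of Dixon's test for 4 values was found 8 times among 159 groups of values, and chance gives about 1 in 20. For *gfm2* in *hox3a* RNAi the ratio was 0.872, with 1.13 TPM in replicate 3 and 1.87 to 1.98 TPM in the others. For *fer3l2* in *post2b* RNAi it was 0.876, with 0.409 TPM in replicate 4 and 2.34 to 2.62 TPM in the others. The unnamed transcripts SMESG000055624.1 (0.835, replicate 4 at 188 TPM, others 50.8 to 73.5 TPM) and SMESG000043391.1 (0.858, replicate 4 at 223 TPM, others 74.7 to 95.7 TPM) were highest in the same *hox3a* RNAi library. For protein disulfide-isomerase in *hox3b* RNAi the ratio was 0.928, with 20.3 TPM in replicate 2 and 13.4 to 13.9 TPM in the others. *post1* in *hox1* RNAi gave 0.856, with 1.03 TPM in replicate 2 and 0 to 0.149 TPM in the others. *post2a* in *hox3b* RNAi gave 0.833, with 7.8 TPM in replicate 1 and 9.46 to 9.8 TPM in the others. The score of *post2b* replicate 1 on the first principal component gave 0.839, at -9.1 against 7.1 to 10.2 in the others.

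In every Hox RNAi group more DEGs fell than rose. Rescaling, which assumes that most transcripts did not change, left 51.5% falls in *hox3a* RNAi against 82.8% before, so the scale of TPM is a candidate explanation there. In the other 4 groups falls still made up at least 66.2% after rescaling, which argues against the scale as the whole cause there. On the TPM as deposited, falls made up at least 69.6% among DEGs with a mean TPM of at least 10. With any control library left out they made up at least 75.9%. This argues against noise of low values or a single atypical control library as the whole cause of the excess on that scale. Neither share was computed after rescaling, so the part of each in the falls that remain there is not decided. A biological effect of losing Hox function may remain and stays open.

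On the first principal component, which holds 31.2% of the variance, the *lox5b* RNAi libraries lie from 18.7 to 45.2 and the control libraries from -34.5 to -21.9, and *lox5b* replicates 1 and 2 lie farther from the controls than replicates 3 and 4. Without replicates 1 and 2, 402 genes were DEGs against 662, of which 372 were called in both. This does not decide how far the calls rest on replicates 1 and 2, because other pairs of libraries were not left out for comparison. Genes called from replicates 1 and 2 against 2 control libraries numbered 901 to 1233 over 6 choices of these controls. In at least 89.9% of these genes, replicates 3 and 4 lay beyond the other 2 controls in the called direction. Chance gives 16.7% for a single gene. On the TPM as deposited this argues against replicates 3 and 4 being like controls, and it was not repeated after rescaling. A difference in the extent of silencing between pools stays open and was not tested.

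There were 37 genes called in opposite directions in 2 Hox RNAi groups, 26 of them in *hox3a* and *lox5b* RNAi, cytochrome P450 2U1 among those of *hox1* and *lox5b* RNAi. Many of the 37 have IDs close in number and alike changes. Those listed from SMESG000035323.1 to SMESG000035333.1 all rose in *hox3a* and fell in *lox5b* RNAi. The 37 genes may therefore stand for fewer separate changes, and their places in the genome were not examined. Opposite calls were kept by 31 of the 37 genes after rescaling, a count that decides little by itself, since rescaling moves all genes of a comparison alike and by at most 0.15 on the log2 scale. Each of these genes changed by at least 1.5-fold in both directions, more than such a shift can give. This argues against the scale of TPM behind the opposite signs. Opposite calls were kept by at least 32 with any 1 RNAi library left out, which argues against 1 library behind all of them. In 24 of the 37 every library of both groups lay beyond all controls in opposite directions, too few to exclude an atypical library for the rest. A biological explanation, that these Hox genes act in opposite ways on these genes, may hold and stays open.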

How the results depend on the processing

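One alternative, leaving out *lox5b* replicates 1 and 2 together, was chosen after the data were seen. Of 80 gene values, 63 kept the same call, by fold change and adjusted p, in every alternative in which they were tested, and none reversed direction. The stricter filter kept 69 of the 80, and the alternative cutoffs are not part of this count. Of the 80, 72 were DEGs in the main setting, so the share that kept its call does not describe genes at large. Rescaling the TPM left 443 DEGs in *hox3a* and 482 in *post2b* RNAi, because it shifts the median of all genes. The cutoffs printed in the paper gave 599 DEGs in *hox1* and 519 in *hox3b* RNAi, because they admit higher adjusted p values. With 1 cutoff for all groups, *lox5b* RNAi had 2816 DEGs (585 rose and 2231 fell) and the union held 3259, because both the fold change and the adjusted p asked of *lox5b* RNAi are then lower bars. Under all other alternatives that keep every library, counts stayed within 1.5 times, with a union from 1235 (stricter filter) to 1919 (pseudocount of 0.1). Without *lox5b* replicates 1 and 2 there were 402 DEGs, and the cause was not tested. With control libraries split between the comparisons, r across genes fell to 0.29 for *hox1* and *hox3a*, 0.28 for *hox1* and *hox3b*, 0.56 for *hox1* and *lox5b*, 0.31 for *hox1* and *post2b*, 0.46 for *hox3a* and *hox3b*, 0.45 for *hox3a* and *lox5b*, 0.32 for *hox3a* and *post2b*, 0.49 for *hox3b* and *lox5b*, 0.31 for *hox3b* and *post2b* and 0.53 for *lox5b* and *post2b* RNAi. Each comparison then has 2 instead of 4 control libraries and shares none, and which of these lowered r was not tested. Leaving out 1 library at a time gave 174 (without *hox1* replicate 2) to 464 (without *hox1* replicate 1) DEGs in *hox1* RNAi, 520 to 1111 in *hox3a*, 43 (without *hox3b* replicate 4) to 386 (without *hox3b* replicate 2) in *hox3b*, 560 to 848 in *lox5b* and 570 to 1123 in *post2b* RNAi. *hox3b* RNAi had 81 DEGs without control replicate 4, 116 without control replicate 1, and 115 and 118 without *hox3b* replicates 1 and 3. The range was 38 (without *hox3a* replicate 4) to 116 (without *hox3a* replicate 1) between *hox3a* and *hox3b* RNAi, with 40 without *hox3b* replicate 1, and 671 to 1267 between *hox1* and *lox5b* RNAi, 1327 to 1862 for the union, 21 to 24 for effector pairs, and 12 to 13 of the *post2b* effectors against each *hox3* group. The cause of these moves was not tested. Replicate numbers do not pair libraries, with a median r of 0.002 over 60 pairs of equal number and 0.005 otherwise, and with the number as a block the union was 1614. Depth is unknown, so no limit on weak transcripts can be given.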

Differences from the paper's values

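Of 34 log2 fold changes that Supplementary Data 1 gives for the named genes, 2 differ from the values here by more than the spread. For a methyltransferase-like protein 23 (SMESG000052065.1) in *hox3a* RNAi the paper's value is -1.541 and the value here -1.14. Among the alternatives set before the data were examined, the difference closes with a pseudocount of 0.1 (-1.59) and without control replicate 1 (-1.26), *hox3a* replicate 2 (-1.23) or *hox3a* replicate 4 (-1.24), and stays in the others. For *post1* in *lox5b* RNAi the paper's value is -1.7 and the value here -1.09. The difference closes with a pseudocount of 0.1 (-1.92) and stays in the other alternatives.

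The paper assigns *tdg* to *hox3b*, where it is not a DEG here (log2 fold change -0.63, adjusted p = 0.0584, limma with Benjamini-Hochberg adjustment). It is called without a filter on low values (adjusted p = 0.0412, limma with Benjamini-Hochberg adjustment), without an intensity trend (adjusted p = 0.0392, limma with Benjamini-Hochberg adjustment), without control replicate 2 (adjusted p = 0.0463, limma with Benjamini-Hochberg adjustment), without *hox3b* replicate 2 (adjusted p = 0.0339, limma with Benjamini-Hochberg adjustment) and at the cutoffs as printed, over a range of 0.0339 to 0.203 in 15 alternatives. The other 24 of 25 pairs of effector and Hox gene are called here in the paper's direction, with *gfm2* under its gene ID in Supplementary Data 2. The paper's total of DEGs over the 5 groups is 1724 and the total here 1625, which is within 1.5 times. The total here takes adjusted p cutoffs of 0.05 and 0.01, and the paper prints 0.5 and 0.1.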

Other observations

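The tests of other groupings of the libraries and the test of opposite action of *post2b* and *hox3* were chosen after the results were seen. Metalloproteases of the M13 family, which cleave signalling peptides, fell in several Hox RNAi groups. All 3 members of a list set by product name fell in *hox1* and in *lox5b* RNAi, before and after rescaling of the TPM. In *hox3a* and *post2b* RNAi 2 fell, and 1 after rescaling. Adjusted over the list alone, 3, 3, 1, 3 and 3 fell in *hox1*, *hox3a*, *hox3b*, *lox5b* and *post2b* RNAi. Endothelin-converting enzyme-like 1 (SMESG000003216.1) had a log2 fold change of -1.22 in *lox5b* RNAi (adjusted p = 8.82e-08, limma with Benjamini-Hochberg adjustment) and -0.96 in *hox1* RNAi (adjusted p = 1.87e-06, limma with Benjamini-Hochberg adjustment). Transcripts of cilia rose in *lox5b* RNAi in 5 of 6 listed genes, also after rescaling and when adjusted over the list alone. This is not particular to *lox5b* RNAi, since 1 also rose in *hox1* and 2 in *post2b* RNAi, and after rescaling 1 in *hox1*, 2 in *hox3a*, 1 in *hox3b* and 3 in *post2b* RNAi. In *lox5b* RNAi, the inner dynein arm light chain had a log2 fold change of 0.84 (adjusted p = 7.27e-07, limma with Benjamini-Hochberg adjustment) and intraflagellar transport protein 46 one of 0.53 (adjusted p = 4.94e-05, limma with Benjamini-Hochberg adjustment). The exception was dynein intermediate chain 2 at -0.05 (adjusted p = 0.785, limma with Benjamini-Hochberg adjustment). Of all 15829 tested genes, 5894 fell and 2411 rose in *lox5b* RNAi at the same test. In *hox1*, *hox3a* and *post2b* RNAi 482, 3590 and 3873 fell. Counts in these lists and in those that follow are to be read beside these shares. The lists hold only genes with a product name, which are 3.2% of the tested genes. The paper reports neither list.

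Cytochrome P450 2U1, which rose in *hox1* RNAi and fell in *lox5b* RNAi, differed between both groups by a log2 difference of 2.51 (standard error 0.23, adjusted p = 8.86e-08, limma with Benjamini-Hochberg adjustment). For listed transcripts of muscle, neurons, gut and ribosomes, many of the counts depended on the scale. Of 7 muscle genes, 3 rose and 1 fell in *lox5b* RNAi (4 rose and 0 fell after rescaling, and 0 fell at an unadjusted p under 0.05 by limma), 1 rose in *hox3a* RNAi (4 after rescaling), 1 rose in *hox3b* RNAi (3 after rescaling, 4 when adjusted over the list alone), and 2 fell in *post2b* RNAi (0 after rescaling by limma's test, 1 at an unadjusted p under 0.05). Of 4 ribosomal protein genes, 1 rose in *hox3b*, *lox5b* and *post2b* RNAi each, and after rescaling 1 in *hox3a*, 1 in *hox3b*, 3 in *lox5b* and 3 in *post2b* RNAi. A list of 6 gut genes, lipases and phospholipases, 1 peptidase and ferritin, fell in 5 in *post2b* RNAi, 4 in *hox3a* and 4 in *lox5b* RNAi, and after rescaling in 1, 1 and 3, and in 1 in *hox1* and in *hox3b* RNAi before and after rescaling. Of 14 genes listed as neuronal by product name, 3 fell in *hox3a* RNAi, 1 of them a voltage-dependent anion channel of mitochondria, which is not particular to neurons, and 0 fell after rescaling (limma; 1 at an unadjusted p under 0.05). In *post2b* RNAi 2 of the 14 fell, and 1 after rescaling. In *lox5b* RNAi 3 rose before and after rescaling, and the anion channel fell only before it. The transposon Ty3-I Gag-Pol transcript (SMESG000003701.1) had a log2 fold change of -1.09 in *hox1* RNAi (adjusted p = 1.11e-07, limma with Benjamini-Hochberg adjustment) and 0.51 in *post2b* RNAi (adjusted p = 0.00158, limma with Benjamini-Hochberg adjustment). The TPM sum of 5 mitochondrial gene models was 433 ± 112 in *lox5b* RNAi, 375 ± 19.1 in *hox1* RNAi and 279 ± 10.8 in control RNAi (SD, n = 4 each), which was not tested.

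*post2b* RNAi had 41 transcripts that fell at least 4-fold, 8 of them effectors. Of these 41, 30 were DEGs in no other Hox RNAi group and 11 fell as DEGs in another, counts that rest on the 2-fold cutoff of *lox5b* RNAi. At any fold change by limma's test, 23 of the 41 fell in another group, each of these in *lox5b* RNAi. Of all 749 fallen DEGs of *post2b* RNAi, 630 fell in *lox5b* and 440 in *hox3a* RNAi at that test, with the same control libraries and the TPM as deposited. Of the 41, 40 were lower in *post2b* RNAi than in both *hox3a* and *hox3b* RNAi in direct comparisons. Over all genes, *post2b* was lower than *hox3a* RNAi in 255 and higher in 85, and lower than *hox3b* RNAi in 302 and higher in 53. If *post2b* and *hox3* acted in opposite ways on the same transcripts, and no change was common to both, r across genes would lie below 0. With separate control libraries, the lowest r was 0.23, so the fold changes were not opposite across all genes. Every pair of Hox RNAi groups had a positive r this way, with means from 0.28 to 0.56. A change common to all groups could therefore hide opposite action, and the test does not decide the question. Opposite action on single genes is not excluded either, since 14 genes were called in opposite directions in *hox3a* and *post2b* RNAi and 5 in *hox3b* and *post2b* RNAi.

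Other groupings of the same libraries gave fewer calls than the real groups. Against control, 1 of 35 groupings, the real one, reached the real number, and the highest other numbers were 1 for *hox1* (real 294), 83 for *hox3a* (779), 1 for *hox3b* (214), 9 for *lox5b* (662) and 2 for *post2b* RNAi (801). Between groups they were 1 for *hox3a* and *hox3b* RNAi (75) and 305 for *hox1* and *lox5b* RNAi (1004). Among 100 random groupings of all 24 libraries, again only the real one, 1 of 100, reached the union of 1625 (highest other 904). For the *post2b* effectors lower in *post2b* RNAi by 1.5-fold or more, the highest other number was 0 against *hox3a* RNAi (13) and 2 against *hox3b* RNAi (12, as *zmym2* passed there at -0.58, under 1.5-fold), and for the effector pairs it was 1 (24). The real grouping gave the most DEGs each time, but 1 of 35 and 1 of 100 are the smallest shares these tests can reach. Regrouped libraries also mix pools of different RNAi groups, which widens the spread and lowers the calls. The numbers of DEGs and their union therefore follow the real groups, but chance and other differences between whole groups are not excluded. For the effectors the regroupings decide nothing, because the paper chose these genes as DEGs of the real groups.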
